# Early cold stress responses in post-meiotic anthers from tolerant and sensitive rice cultivars

**DOI:** 10.1186/s12284-019-0350-6

**Published:** 2019-12-18

**Authors:** Nahuel González-Schain, Irma Roig-Villanova, Martin M. Kater

**Keywords:** Cold-stress, ERF, Microsporogenesis, Photosynthesis, Rice, RNA-seq, Spikelet fertility

## Abstract

**Background:**

Rice grain production is susceptible to a changing environment that imposes both biotic and abiotic stress conditions. Cold episodes are becoming more frequent in the last years and directly affect rice yield in areas with a temperate climate. Rice is particularly susceptible to cold stress during the reproductive phase, especially in anthers during post-meiotic stages which, in turn, affect pollen production. However, a number of rice cultivars with a certain degree of tolerance to cold have been described, which may represent a good breeding resource for improvement of susceptible commercial varieties. Plants experiencing cold stress activate a molecular response in order to reprogram many metabolic pathways to face these hostile conditions.

**Results:**

Here we performed RNA-seq analysis using cold-stressed post-meiotic anther samples from a cold-tolerant, Erythroceros Hokkaido (ERY), and a cold-susceptible commercial cultivar Sant’Andrea (S.AND). Both cultivars displayed an early common molecular response to cold, although the changes in expression levels are much more drastic in the tolerant one. Comparing our datasets, obtained after one-night cold stress, with other similar genome-wide studies showed very few common deregulated genes, suggesting that molecular responses in cold-stressed anthers strongly depend on conditions and the duration of the cold treatments. Cold-tolerant ERY exhibits specific molecular responses related to ethylene metabolism, which appears to be activated after cold stress. On the other hand, S.AND cold-treated plants showed a general downregulation of photosystem I and II genes, supporting a role of photosynthesis and chloroplasts in cold responses in anthers, which has remained elusive.

**Conclusions:**

Our study revealed that a number of ethylene-related transcription factors, as putative master regulators of cold responses, were upregulated in ERY providing promising candidates to confer tolerance to susceptible cultivars. Our results also suggest that the photosynthesis machinery might be a good target to improve cold tolerance in anthers. In summary, our study provides valuable candidates for further analysis and molecular breeding for cold-tolerant rice cultivars.

## Background

Rice is one of the major staple cereals in the world, providing essential caloric requirement for nearly half of the population (Khush 2005). Production of rice will need to be increased in coming decades to satisfy a steadily increasing demand from a fast-growing world population (Anderson et al. 2004). A sustainable increase in productivity requires intensified efforts to develop varieties with improved yield and greater stress tolerance. Global climate change projections pinpoint increasingly episodes of extreme temperatures. Cold temperatures affect rice growth during its whole life cycle, and especially during the seedling and reproductive stages (Andaya and Mackill 2003; Yoshida et al. 1996). In temperate regions, where rice cultivation experiences cold episodes, it is cultivated in a time-frame window of three-to-four months depending on the cultivar. In order to avoid cold episodes during seedling stages sometimes a delay in seed sowing is needed. Hence, rice plants during booting stage may encounter cold episodes at the end of the summer, highlighting the importance of planting time for the proper management of this crop (Biswas 2019).

In the last two decades an increasingly number of studies have helped to elucidate how plants respond to cold stress and the genes/proteins involved in this response. Cold is primarily sensed by cell membranes where a cold sensor triggers an influx of calcium, in order to activate downstream responses (Ma et al. 2015). The following cold signal cascade involves a number of calcium-binding proteins, mitogen-activated protein kinases and, finally, transcription factors that reprogram the transcriptome in the nucleus (Guo et al. 2018).

Cold stress produces dramatic outcomes during post-meiosis, affecting microspore generation and pollen development (Liu et al. 2019). Molecular analyses helped to understand how genomes reprogram the transcriptome and the proteins synthetized or silenced, in order to give a full molecular response to the stress. Six genome-wide transcriptional studies from cold-stressed anthers or spikelets during booting stage were reported (Bai et al. 2015; Ishiguro et al. 2014; Oda et al. 2010; Shimono et al. 2016; Suzuki et al. 2015; Yamaguchi et al. 2004). The obtained results from those studies were diverse, probably due to the use of different conditions, type and duration of treatments carried out. Nevertheless, samples analysed in those studies were collected after several days of cold stress conditions, suggesting that results obtained may not reflect the early molecular events that plants may accomplish in order to face the stress.

Here we performed RNA-seq experiments to study the genome-wide expression profiles in one-night cold-stressed post-meiotic anthers from tolerant (Erythroceros Hokkaido, ERY) and commercial susceptible (Sant’Andrea, S.AND) cultivars. Interesting genes and pathways putatively involved in cold-stress responses were identified. A detailed study of datasets obtained from this work allowed us to propose a candidate list of molecular processes and genes that might be responsible for the early differential physiological response to cold stress and, hence, be valuable for molecular breeding.

## Results

### Spikelet fertility in contrasting cultivars exposed to cold-stress

In order to study how different rice cultivars respond to low temperatures at the post-meiotic stage, the Italian accessions Arborio, Carnaroli, S.AND and Volano were chosen for analyses. Two cultivars putatively cold-tolerant, ERY and Lijiangheigu, were analysed in parallel together with the reference cultivar Nipponbare. ERY is a cultivar from Poland (Zhao et al. 2011), one of the highest latitudes in the world where rice is cultivated, while Lijiangheigu is a well-known cold-tolerant cultivar at different growth conditions (Ye et al. 2009). All cultivars tested were grown in phytotrons until pre-booting stage and subjected to cold stress (8 °C), or control conditions (22 °C) during the night in five consecutive days. Spikelet fertility was measured for all seven cultivars as the percentage of filled grains compared to total grains counted at maturity. ERY subjected to cold-stress shows spikelet fertility similar to control conditions (around 80%), behaving as a cold-tolerant cultivar in our conditions, whereas fertility in Lijiangheigu was significantly affected by cold-stress (Fig. 1). Among the Italian cultivars that we tested we found S.AND as most cold-susceptible showing a decrease of about half in spikelet fertility (Fig. 1). These results led us to choose ERY and S.AND as reference contrasting cultivars to compare physiological and molecular responses to cold-stress in detail.

**Fig. 1:**
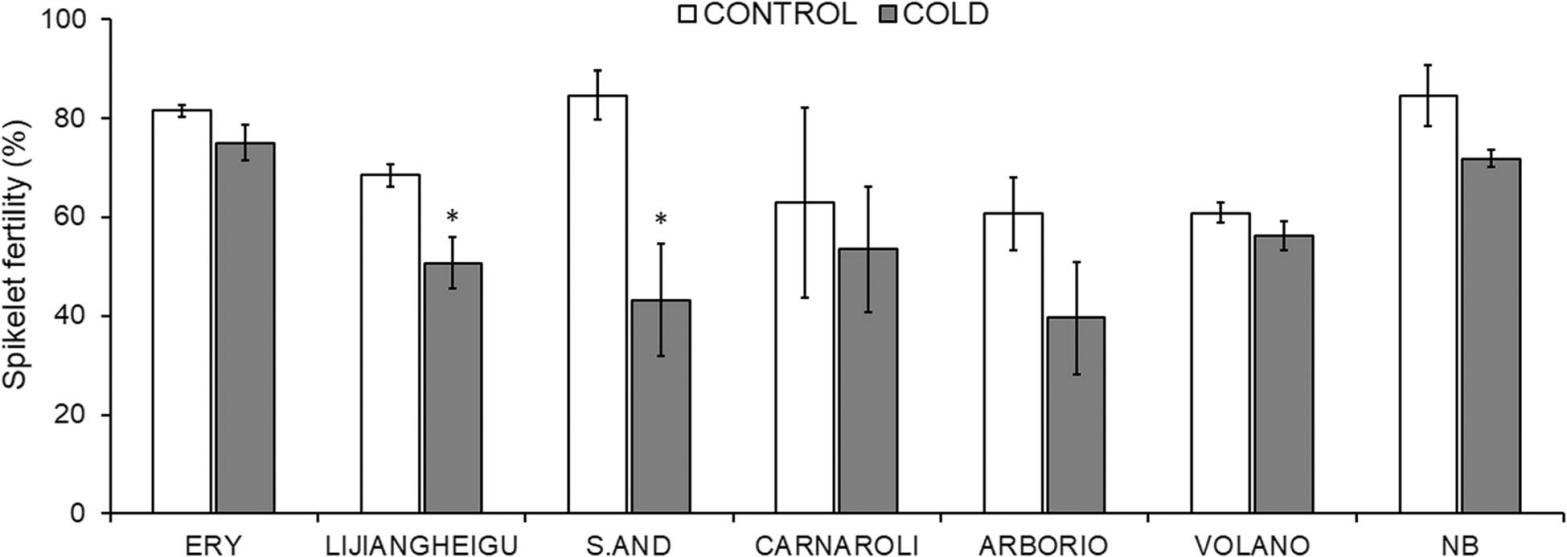
Spikelet fertility in cold-stress tolerant and sensitive cultivars. Spikelet fertility as the percentage of filled/empty spikelets after grain maturation is shown. NB, Nipponbare. Bars represent mean ± SEM of at least two biological replicas. Asterisks indicate statistically different mean values compared with the control (Student’s t-test, *p* < 0.05)

### Physiological responses to cold stress in S.AND and ERY plants

As was reported previously, one of the most cold-sensitive stages during reproductive development in rice is the early microspore stage. This particular stage often correlates with the pre-booting stage but differences in reproductive development between cultivars might exist. Thus, we wanted to address the precise developmental stage that coincides with meiosis or post-meiosis to study cold responses in ERY and S.AND. We collected spikelets from both cultivars at different auricle distances (AD) between the flag leaf and the penultimate leaf (between − 5/+ 4 cm) during pre-booting stage. Transversal sections of anthers show that samples range between early post-meiotic and late vacuolated stages, corresponding to anther developmental stage 9 (Additional file 1: Figure S1a), between stage 9 and 10 (Additional file 1: Figure S1b and S1d), and stage 10 (Additional file 1: Figure S1c, S1e, and S1f) according to Zhang et al. (2011), before tapetum layer degraded. Next, we exposed ERY and S.AND panicles at AD between − 2 and + 2 cm to cold and control conditions and took samples 1, 3 and 5 days after the beginning of the treatments. Gross morphology of cold-treated panicles for both cultivars did not show any difference compared to their respective controls (Additional file 2: Figure S2A). Similar results were obtained for spikelets (Additional file 2: Figure S2b) and transverse sections of anthers (Additional file 2: Figure S2c). However, a pale green colour can be seen in cold-treated S.AND (Additional file 2: Figure S2b). In fact, many spikelets (around 10–15%) from these plants showed whitish palea and lemma (Additional file 3: Figure S3a), a phenotype that cannot be seen in control samples or in cold-treated ERY plants (Additional file 2: Figure S2). Furthermore, transversal sections of anthers from these spikelets clearly showed different levels of damaged morphology (Additional file 3: Figure S3b and S3c). These results might probably explain part of the decreased fertility observed in S.AND after cold exposure. For further experiments we only used anthers that showed normal anatomy in order to avoid biased results due to degradation of macromolecules in collected samples.

### Genes differentially expressed in post-meiotic cold-stressed anthers of S.AND and ERY cultivars

In order to compare the early molecular responses to cold-stress from tolerant ERY and susceptible S.AND cultivars, anthers were isolated from one day cold-treated panicles specifically coinciding with post-meiotic stages as explained above (samples ERY COLD and S.AND COLD). 

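Anthers were taken at anther stage 10 from ERY (Erythroceros Hokkaido) and S.AND (Sant'Andrea) plants after 1 night at 8 °C or at 24 °C, when the lights came on. The 4 groups hold 3 samples each, 12 in all, and each biological replicate pooled 5 to 8 plants. Poly(A) RNA was read as single 50 bp reads, and the paper gives more than 20000000 reads per sample. For each of 55985 MSU 7.0 gene models, the deposited table gives the authors' mean RPKM of each group. It also gives their fold change and FDR between CONTROL and COLD within each cultivar, from Baggerley's test. Values per sample and exact depths were not analysed here, so each RPKM given is the authors' mean of a group and has no SD of its own. Among stamen identity genes, OsMADS16 (LOC_Os06g49840), a class B floral gene, had means of 1649.8 RPKM in ERY CONTROL and 1685 in ERY COLD, and 1432 RPKM in S.AND CONTROL and 1177 in S.AND COLD. None of 5 stamen identity genes, 5 meiosis genes, 5 lemma or palea genes and 3 pistil or ovule genes was SSTF in either cultivar, nor when adjusted over the list alone. The pistil gene DL (LOC_Os03g11600) had 12.4 RPKM in ERY CONTROL and 14.1 in ERY COLD, and 5.62 RPKM in S.AND CONTROL and 2.59 in S.AND COLD. Over the 3 pistil or ovule genes the median log2FC was 1.53 in ERY and -1.12 in S.AND, and with RPKM + 1 it was 0.81 and -0.81. The median in ERY was the value of OsMADS21 (LOC_Os01g66290), which had 0.655 RPKM in ERY CONTROL and 1.89 in ERY COLD, whereas DL, the member left by a filter at a mean of 10 RPKM, had a log2FC of 0.19. For the meiosis genes the median log2FC was 0.04 in ERY and 0.19 in S.AND (-0.25 and -0.04 with that filter), and for the lemma or palea genes 0.30 in ERY. A gene was taken as SSTF at the deposited FDR under 0.05 and a fold change of at least 2, and log2FC was computed from the group means with no pseudocount. In 36879 genes in ERY and 36147 in S.AND with both means above 0, the deposited fold change lay within 0.1% of the ratio of those means. The median log2FC of the 25497 genes with a mean of at least 1 RPKM in a group was 0.04 in ERY and -0.00 in S.AND. A difference in cold response between the cultivars was not tested, since that needs values per sample.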

The same type of tissues was collected from plants subjected to a normal growing temperature (24 °C) and used as controls (ERY CONTROL and S.AND CONTROL). Three biological replicates from each treatment were obtained. Total RNA was extracted from these tissues and used for Illumina RNA-seq experiments. More than 20 million reads were obtained from each of the 12 samples and mapped to the *Oryza* MSU7.0 database using the commercially available CLC Genomics Workbench (CLC bio, Aarhus, Denmark). Gene expression was quantified as reads per kilobase of coding sequence per million reads (RPKM). After normalization by total reads, statistical analyses were carried out (Baggerley’s test), and differentially expressed genes (DEGs) from control and cold samples were obtained, setting False Discovery Rate (FDR) < 0.05 and fold change (FC) > 2 as cut-offs (SSTF, statistically significant by two-fold). 

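Among SSTF genes with a described product and a mean of at least 10 RPKM in the higher group, the largest rise in both cultivars was that of an aluminum-activated malate transporter gene (LOC_Os02g45160), from 0.340 to 22.8 RPKM in ERY and from 0.452 to 30.6 RPKM in S.AND. A phosphoethanolamine/phosphocholine phosphatase gene (LOC_Os01g52230) rose from 12.0 to 396 RPKM in ERY and from 9.67 to 418 RPKM in S.AND. A major facilitator transporter gene (LOC_Os08g06010) rose from 14.0 to 354 RPKM in ERY and from 18.1 to 519.8 RPKM in S.AND. OsIAA9 (LOC_Os02g56120), a member of the Aux/IAA repressors of auxin responses, rose from 0.825 to 22.2 RPKM in ERY and from 1.95 to 21.5 RPKM in S.AND. Among genes that fell, an SCP-like extracellular protein gene (LOC_Os02g54540) went from 47.0 to 4.23 RPKM in ERY and from 43.4 to 4.76 RPKM in S.AND. A polygalacturonase gene (LOC_Os05g20020), of a family that degrades pectin, fell from 103 to 7.61 RPKM in S.AND, whereas in ERY it had 71.7 and 12.5 RPKM with an FDR of 0.379 in the authors' deposited table. In ERY, 1019 genes were SSTF, 672 higher and 347 lower in COLD (65.9% higher). In S.AND, 1017 genes were SSTF, 495 higher and 522 lower (48.7% higher). The median log2FC was 1.59 for the higher and -1.41 for the lower genes in ERY, and 1.48 and -1.48 in S.AND. The counts depend on the fold change required, since a fold of 3 left 464 genes in ERY and 443 in S.AND, and no fold requirement gave 1696 and 1944. Which direction held more SSTF genes in S.AND depended on the cut-offs, with 53.2% higher at a fold of 1.5, 56.3% with no fold requirement and 51.5% at an FDR of 0.01.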

Nearly the same number of SSTF DEGs was obtained from each cultivar (1017 and 1015 DEGs for ERY and S.AND, respectively), although up-regulated genes were more abundant in ERY cultivar than in the cold sensitive one (Fig. 2a and Additional file 5: Table S1). Both cultivars share common cold-responsive genes showing that part of the molecular response to cold-stress is similar, as expected. However, many genes were only deregulated in one specific cultivar and might be responsible for the differential cold tolerance during reproductive stages. 

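Calcium, sugar and MYB genes were among those that responded in both cultivars. Of 26 genes described as calmodulin-related, which bind or relay calcium signals, 16 rose and 2 fell in both cultivars. A calmodulin binding protein gene (LOC_Os12g36110) rose from 1.19 to 19.8 RPKM in ERY and from 2.05 to 49.7 RPKM in S.AND. Of 6 trehalose synthesis genes, 5 rose in both, among them a trehalose-6-phosphate synthase gene (LOC_Os08g31980), from 9.31 to 37.6 RPKM in ERY and from 5.13 to 19.1 RPKM in S.AND. Of 25 MYB genes, 11 rose and 5 fell in both, with LOC_Os02g22020 going from 1.45 to 34.6 RPKM in ERY and from 1.29 to 37.1 RPKM in S.AND. All 3 genes of the Hsp70 (DnaK) chaperones fell in both, such as LOC_Os05g38530, from 43.3 to 10.3 RPKM in ERY and from 78.7 to 20.6 RPKM in S.AND. Of 12 RNA recognition motif genes, 5 rose and 6 fell in both, with LOC_Os03g15890 falling from 95.5 to 19.3 RPKM in ERY and from 88.8 to 18.1 RPKM in S.AND. These groups were formed by the descriptions in Table S1, which covers SSTF genes, so their counts describe genes already selected on these samples. Of 8 genes in a list of DREB1/CBF cold response genes and partners, 2 rose in each cultivar (4 in ERY and 2 in S.AND when adjusted over the list alone). Over the 7 members with a mean of at least 1 RPKM, the median log2FC was 1.48 in ERY and 1.69 in S.AND. Each median lay above every one of 10000 random lists of similar mean RPKM. Of the DREB1 genes listed, only OsDREB1B (LOC_Os09g35010) was SSTF in the main setting. It rose from 4.87 to 51.2 RPKM in ERY and from 8.36 to 79.9 RPKM in S.AND. The other gene was OsMYB4 (LOC_Os04g43680), listed as a partner and not a DREB1 gene. It rose from 11.2 to 46.6 RPKM in ERY and from 13.6 to 54.2 RPKM in S.AND. Its FDR in S.AND was 0.0497 in the authors' deposited table. In all, 358 genes rose and 216 fell in both cultivars, and 0 went in opposite directions. Among the 22642 genes with a mean of at least 1 RPKM in a group of each cultivar, 667 were higher in ERY and 493 in S.AND and 332 and 513 were lower, and independent lists of these sizes would share 14.5 and 7.52 genes; the cultivars have separate controls. From the genes common to both lists, the paper concludes that part of the response is similar, and it proposes that genes deregulated in a single cultivar might account for the different tolerance.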

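Among genes SSTF in ERY alone, a 12-oxophytodienoate reductase gene (LOC_Os06g11240), of the enzyme family that includes jasmonate synthesis, rose from 5.50 to 44.6 RPKM in ERY and had 0.458 RPKM in S.AND CONTROL and 0.562 in S.AND COLD. Table S1, which lists SSTF genes only, describes 9 protein phosphatase 2C genes, a class with regulators of abscisic acid signalling. Of these 9, 4 rose in ERY alone, 1 in S.AND alone and 4 in both. Among them LOC_Os09g15670 rose from 10.1 to 70.4 RPKM in ERY and had 11.7 RPKM in S.AND CONTROL and 21.8 in S.AND COLD, and LOC_Os03g16170 rose from 22.6 to 109 RPKM in ERY and had 39.4 RPKM in S.AND CONTROL and 46.9 in S.AND COLD. A RING finger gene (LOC_Os04g49000) rose from 6.02 to 43.7 RPKM in ERY, with 19.1 and 33.4 RPKM in S.AND. Among genes SSTF in S.AND alone, the lipid transfer protein gene LTPL129 (LOC_Os06g43600) fell from 109 to 21.5 RPKM in S.AND and had 24.8 RPKM in ERY CONTROL and 16.1 in ERY COLD. All 3 core histone genes described in Table S1 fell in S.AND alone, and histone genes that were SSTF in neither cultivar are not counted. LOC_Os03g17100 fell from 48.4 to 14.9 RPKM in S.AND, with 41.5 and 29.7 RPKM in ERY. In total 445 genes were SSTF in ERY alone (314 higher, 131 lower) and 443 in S.AND alone (137 higher, 306 lower). An SSTF result in a single cultivar does not show a difference between the cultivars, which was not tested.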

In order to validate RNA-seq results, six genes with altered expression levels either between controls or between control and cold-stressed samples were chosen as representatives to quantify their expression by qRT-PCR. Relative expression analysis shown in Additional file 4: Figure S4A follow the same pattern obtained by RNA-seq analysis (Additional file 4: Figure S4b), validating the genome-wide transcriptional profiling.

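Of the 6 genes of Table S7, only the splicing factor gene U2AF (LOC_Os09g31482) was SSTF after the cold night: it fell from 146 to 20.4 RPKM in ERY and from 161 to 23.3 RPKM in S.AND. The count was also 1 in each cultivar when adjusted over the list alone, though the genes were chosen from these data. The other genes were SSTF in neither cultivar, and their controls are given side by side. OsFAD3 (LOC_Os11g01340), a fatty acid desaturase gene, had 1.29 RPKM in ERY CONTROL and 278 in S.AND CONTROL, and the igA FC receptor gene (LOC_Os07g40890) had 0.719 and 501. MARbp (LOC_Os12g20410) had 79.6 RPKM in ERY CONTROL and 0.0919 in S.AND CONTROL, and OsMYB5 (LOC_Os05g41166) had 45.0 and 2.51. An expressed protein gene (LOC_Os02g30470) had 110.1 and 1.36 RPKM. The cold means of these genes were 1.43 and 423 RPKM for OsFAD3, 0.414 and 486 for the igA FC receptor gene, and 68.5 and 0.0714 for MARbp, in ERY and S.AND. They were 35.4 and 4.42 RPKM for OsMYB5 and 71.8 and 0.653 for LOC_Os02g30470. Of the reference genes of the qRT-PCR, OsUBQ (LOC_Os02g06640) had 1643 RPKM in ERY CONTROL and 992 in ERY COLD, and 2191 RPKM in S.AND CONTROL and 1128 in S.AND COLD. Its log2FC was -0.73 in ERY and -0.96 in S.AND, with FDRs of 2.37e-06 and 9.19e-06 in the authors' deposited table, under a fold of 2. NABP (LOC_Os06g11170) had a log2FC of -0.36 and -0.24, and neither gene was SSTF, also when adjusted over the list alone. No test compared the controls of the cultivars.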

**Fig. 2:**
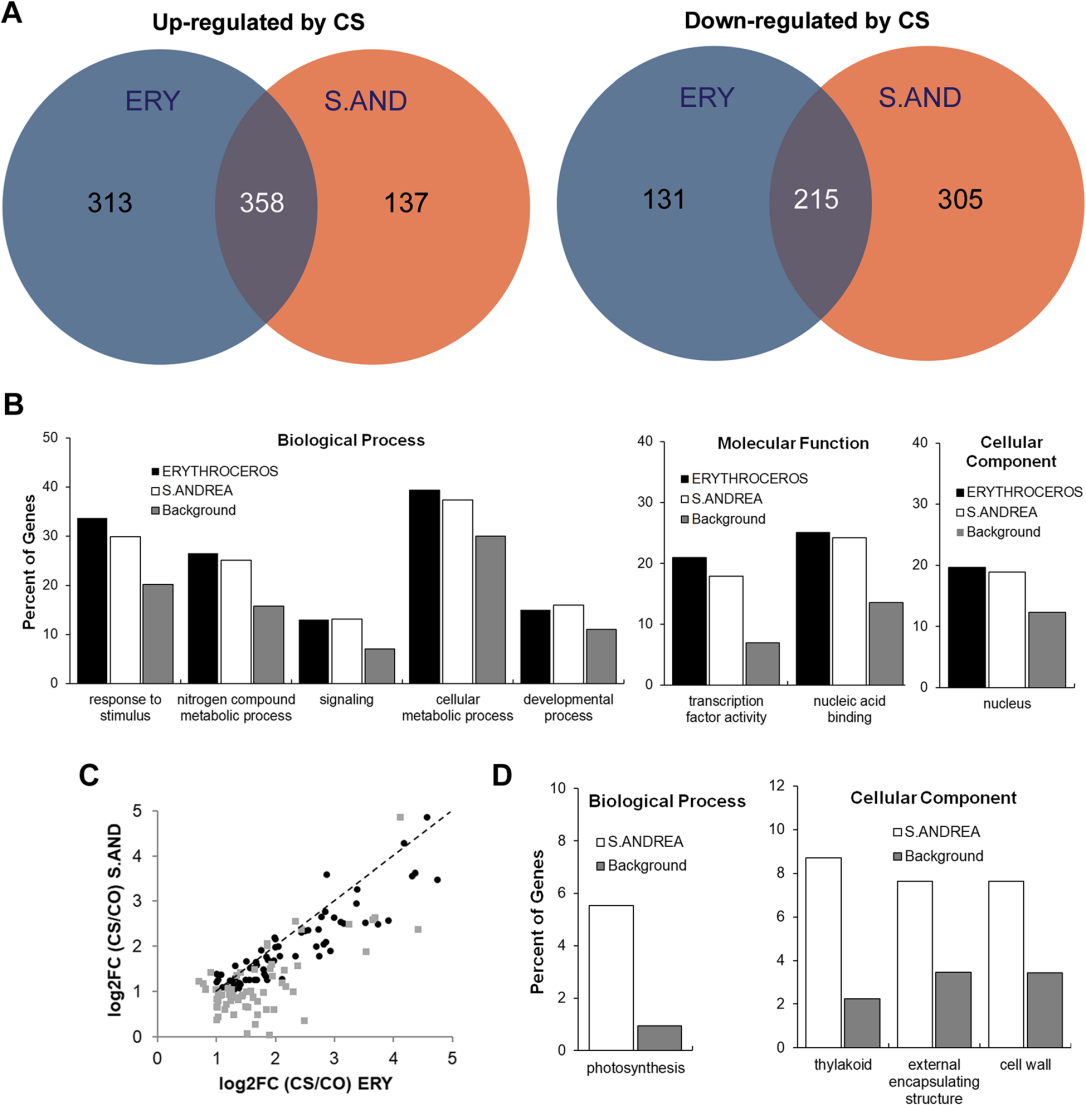
Gene ontology enrichment analysis of RNA-seq datasets. (**a**) Venn diagrams showing shared deregulated genes from cold-stress RNA-seq datasets. The most representative GO accessions are shown for ERY and S.AND upregulated (**b**) and for S.AND downregulated (**d**) genes by cold stress. Backgrounds correspond to percent of genes from the whole genome belonging to each GO accession. The full list of statistically significant (FDR < 0.05) GO accessions enriched is listed in Additional file 6: Table S2. **c**, scatterplot of log_2_FC from deregulated transcription factors in cold-stress ERY and S.AND anthers. Black circles correspond to SSTF (statistically significant by two-fold) genes in both cultivars, while grey squares correspond to genes in only one cultivar

Next, we wanted to understand which categories were overrepresented in the DEGs lists in comparison with the whole rice genome. DEGs were further analysed for gene ontology functional annotations with agriGO analysis tools (Du et al. 2010). Up-regulated DEGs from both cultivars are enriched in genes involved in stimulus responses, nitrogen compound and cellular metabolic processes, among others, belonging to the “Biological Process” category (Additional file 6: Table S2 and Fig. 2b). Also, a significant amount of transcription factors (TFs) in those lists stand for an enrichment in the categories “Molecular Function” and “Cellular component” (Fig. 2b, Additional file 6: Table S2 and Additional file 7: Table S3). 

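Table S3 lists 128 transcription factor genes that rose in at least one cultivar, 117 in ERY and 75 in S.AND, with 64 in both. Among 25 AP2-ERF genes, a family with cold, sugar and ethylene regulators, 22 rose in ERY and 10 in S.AND. Of 25 zinc finger genes, 25 rose in ERY and 13 in S.AND, and of 18 MYB genes 17 and 13. Of 11 NAC genes, 9 rose in ERY and 8 in S.AND, with LOC_Os01g66120 going from 39.1 to 522 RPKM in ERY and from 71.2 to 396 RPKM in S.AND. All 7 WRKY genes of the table rose in ERY and 3 in S.AND, with WRKY53 (LOC_Os05g27730), of a family known from defence responses, going from 9.17 to 139 RPKM in ERY and from 36.6 to 216 RPKM in S.AND. A homeobox leucine zipper gene (LOC_Os10g41230) rose from 6.19 to 42.6 RPKM in ERY and from 7.55 to 47.3 RPKM in S.AND, and the 9 homeobox genes gave 9 and 4. A heat shock factor gene (LOC_Os02g13800) rose from 7.66 to 88.4 RPKM in ERY and from 8.13 to 46.5 RPKM in S.AND, while another (LOC_Os08g43334) fell from 9.49 to 0.547 RPKM in ERY and from 9.97 to 0.583 RPKM in S.AND. Of 8 Aux/IAA genes, 6 rose in each cultivar, and of 4 sigma factor genes, which direct the plastid RNA polymerase to promoters, 3 in each. The table was drawn up from genes induced in these samples, so its counts are not independent evidence of their direction.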

We performed a scatterplot of log_2_FC from those TFs belonging to ERY and S.AND’s DEGs lists (black circles from SSTF DEGs in both cultivars, grey squares from SSTF DEGs in only one cultivar; Fig. 2c). 

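WRKY71 (LOC_Os02g08440) had a log2FC of 3.65 in ERY, where it rose from 0.946 to 11.9 RPKM, and 2.58 in S.AND, from 4.43 to 26.5 RPKM without being SSTF. The MYB gene LOC_Os04g49450 rose in both cultivars, with a log2FC of 4.32 in ERY and 3.55 in S.AND, and the NAC gene LOC_Os11g08210 gave 3.38 and 2.94. The other way round, the C2H2 zinc finger gene ZOS3-22 (LOC_Os03g60570) had 2.88 in ERY and 3.58 in S.AND. Of the 128 transcription factor genes of Table S3, 103 (80.5%) had a higher log2FC in ERY than in S.AND. By family these were 20 of 25 AP2-ERF, 23 of 25 zinc finger, 15 of 18 MYB, 7 of 11 NAC, 8 of 9 homeobox and 7 of 7 WRKY genes. Genes SSTF in ERY alone favour ERY by how they were picked, as 50 of those 53 show. Among the 64 factors SSTF in both cultivars, 50 (78.1%) had the higher log2FC in ERY, with medians of 1.92 and 1.76. Among 294 other genes that rose in both cultivars, 182 (61.9%) did. These shares compare group means, and no gene's difference between the cultivars was tested. For 8 WRKY genes grouped by description, the median log2 of S.AND CONTROL over ERY CONTROL was 1.28, and for 24 AP2/ERF genes 0.39. It was 0.42 for 12 NAC and 0.28 for 25 MYB genes, but -0.11 for 8 Aux/IAA and -0.01 for 7 C2H2 zinc finger genes. A higher log2FC in ERY therefore need not mean a higher level in COLD, as the RPKM of WRKY71 show.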

Strikingly, most of these transcription factor genes were more up-regulated in the cold-tolerant ERY than in the susceptible S.AND, showing a positive correlation with tolerance to cold stress. On the other hand, genes down-regulated by cold in ERY do not stand for any enriched ontological group. However, a number of thylakoid-related genes putatively involved in photosynthesis are statistically enriched in the list of cold down-regulated S.AND genes (Fig. 2d and Additional file 6: Table S2). 

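Genes that fell in ERY included a pair of DUF623 genes, LOC_Os11g05780, from 39.7 to 3.71 RPKM in ERY, and LOC_Os05g39950, from 10.0 to 0.970 RPKM in ERY, and these fell in S.AND too, from 26.9 to 3.76 and from 10.7 to 1.36 RPKM. DUF581 genes fell likewise in both, with LOC_Os04g49660 going from 44.7 to 5.94 RPKM in ERY and from 19.2 to 2.75 RPKM in S.AND. The MYB gene LOC_Os12g07640 fell from 13.2 to 2.05 RPKM in ERY and from 9.66 to 3.12 RPKM in S.AND, and a heat shock factor gene (LOC_Os09g35790) from 11.4 to 1.77 RPKM in ERY and from 14.2 to 1.52 RPKM in S.AND. A helix-loop-helix gene (LOC_Os10g01530) SSTF in ERY alone fell from 19.5 to 7.66 RPKM in ERY, with 55.1 and 52.3 RPKM in S.AND. LTPL152 (LOC_Os05g47700), a lipid transfer protein gene, fell from 16.9 to 3.22 RPKM in ERY, and in S.AND its 15.6 and 0.840 RPKM had an FDR of 0.185 in the authors' deposited table. Of 7 lipid transfer protein genes described in Table S1, which lists SSTF genes only, 2 fell in ERY and 6 in S.AND. Of 5 helix-loop-helix genes described there, 3 fell and 1 rose in ERY. Gene ontology terms were not tested here, because the deposited table gives no annotation.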

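Genes of the antenna and of both photosystems fell together in S.AND. Of 10 chlorophyll A-B binding protein genes, which encode the light-harvesting antenna, 8 fell and 1 rose. LOC_Os07g37240 fell from 100.4 to 4.96 RPKM in S.AND, LOC_Os08g33820 from 124 to 9.36 and LOC_Os06g21590 from 49.2 to 6.38. All 4 photosystem I genes fell, with subunit XI (LOC_Os12g23200) going from 117 to 29.3 RPKM. All 5 photosystem II genes fell, with oxygen-evolving enhancer protein 1 (LOC_Os01g31690) going from 174 to 48.1 RPKM. The median log2FC in S.AND was -2.46 for the antenna, -1.76 for photosystem I and -1.85 for photosystem II. In ERY these medians were -1.90, -0.76 and -0.57. A pair of antenna genes also fell in ERY: LOC_Os04g59440, from 215 to 50.4 RPKM, and LOC_Os02g10390, from 19.9 to 9.36, both picked out after their values were seen. Against 10000 random lists of described genes with similar mean RPKM, the antenna median lay below every list in both cultivars, photosystem I at percentile 1.25 in S.AND and 13.7 in ERY, and photosystem II at 2.37 and 36.3. The descriptions cover SSTF genes alone, so photosynthesis genes that were SSTF in neither cultivar are not counted. All 4 photosystem I genes, all 5 photosystem II genes and 7 of the 10 antenna genes fell in S.AND alone. Their medians and percentiles in the cultivars are therefore not independent evidence of a fall particular to S.AND.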

Details of enriched gene ontology accessions and associated FDRs of DEGs are provided in Additional file 6: Table S2.

### Expression of genes involved in anther development and starch accumulation

After meiosis, there is a number of crucial biological processes taking place in anthers to ensure pollen fertility. The transport of nutrients from tapetum to microspores, degeneration of tapetal cells via programmed cell death, and pollen wall development should be well coordinated in order to produce viable pollen. Dozens of genes belonging to different pathways in these anther developmental steps have been characterized (Guo and Liu 2012; Shi et al. 2015). We reasoned that the expression of some of these genes could be deregulated between our cold tolerant and sensitive cultivars. Surprisingly, there were only three SSTF DEGs in ERY dataset, among 45 genes analyzed in both datasets (Additional file 8: Table S4 and Additional file 12: Data S1). Two of those genes showed similar FC in both cultivars while the expression of the third one, the recently characterized *TDR INTERACTING PROTEIN 3* (*TIP3*) (Yang et al. 2019), was more induced by cold stress in ERY than in S.AND cultivar (Additional file 8: Table S4 and Additional file 12: Data S1).

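TIP3, MSP1 and EAT1 were the genes SSTF in ERY among the 45 anther development genes of Table S4, and 0 were SSTF in S.AND. Adjusted over the list alone, the counts were also 3 and 0, and 5 genes in each cultivar had an FDR under 0.05 in the authors' deposited table before the fold change was considered. GAMYB (LOC_Os01g59660), a MYB factor of gibberellin responses in the tapetum, had 206 RPKM in ERY CONTROL and 275 in ERY COLD, and 224 RPKM in S.AND CONTROL and 382 in S.AND COLD. Its log2FC in S.AND was 0.77, with an FDR of 1.08e-18 in the authors' deposited table. OsC6 (LOC_Os11g37280), a lipid transfer protein gene of the tapetum, was among the most abundant, with 25952 RPKM in ERY CONTROL and 20286 in ERY COLD, and 24571 RPKM in S.AND CONTROL and 19829 in S.AND COLD. WDA1 (LOC_Os10g33250), needed for anther wax, had 588 and 541 RPKM in ERY and 414 and 407 in S.AND. Of 10 tapetum markers, 1 fell in ERY, with a median log2FC of 0.04, and 0 were SSTF in S.AND, with a median of -0.81 (1 and 0 when adjusted over the list alone). The S.AND median lay below every one of 10000 random lists of similar mean RPKM. The starting levels differed too: 17 of the 45 genes were at least 2-fold higher in S.AND CONTROL and 2 in ERY CONTROL. With no fold requirement 5 genes passed in S.AND, and with a fold of 1.5 also 5.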

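TIP3 (LOC_Os03g50780), a PHD-finger partner of the tapetum regulator TDR, rose from 7.41 to 24.0 RPKM in ERY, and had 11.1 RPKM in S.AND CONTROL and 19.3 in S.AND COLD. Its log2FC was 1.69 in ERY and 0.80 in S.AND, with FDRs of 3.64e-05 and 0.181 in the authors' deposited table. TDR (LOC_Os02g02820) had 367 RPKM in ERY CONTROL and 265 in ERY COLD, and 495 RPKM in S.AND CONTROL and 295 in S.AND COLD, and was not SSTF in either cultivar. MSP1 (LOC_Os01g68870), a receptor kinase that limits the number of sporogenous cells, fell from 37.3 to 18.1 RPKM in ERY and had 44.2 RPKM in S.AND CONTROL and 25.7 in S.AND COLD. EAT1 (LOC_Os04g51070), a helix-loop-helix regulator of tapetal cell death, fell from 193 to 93.3 RPKM in ERY and had 299.8 RPKM in S.AND CONTROL and 169 in S.AND COLD. In S.AND the log2FC was -0.78 for MSP1 and -0.83 for EAT1, below a fold of 2, with FDRs of 0.00585 and 1.96e-07 in the authors' deposited table. The difference between the cultivars was not tested for any of these genes.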

Starch accumulation is another crucial step in the maturation and viability of pollen grains. A cell-wall invertase and two monosaccharide transporter genes were shown to be important for starch accumulation in pollen cells and their expression were affected by cold stress (Oliver et al. 2005). We tested whether the expression of these genes, together with those reported to be involved in starch synthesis (Ohdan et al. 2005) and carbon partitioning (see references in Data S1), was affected in our datasets. We found very few SSTF DEGs in each dataset with moderated changes in their expression (Additional file 8: Table S4). 

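OsAGPL2 (LOC_Os01g44220), a large subunit of ADP-glucose pyrophosphorylase, fell from 23.7 to 11.6 RPKM in ERY and had 16.7 RPKM in S.AND CONTROL and 8.23 in S.AND COLD. OsSSIIIa (LOC_Os08g09230), a soluble starch synthase gene, fell from 28.2 to 11.7 RPKM in ERY and had 23.9 RPKM in S.AND CONTROL and 12.7 in S.AND COLD. OsGBSSII (LOC_Os07g22930), a granule-bound starch synthase gene, fell from 37.0 to 16.3 RPKM in S.AND and had 40.2 RPKM in ERY CONTROL and 22.6 in ERY COLD. The cell wall invertase gene OsINV4 (LOC_Os04g33720) had 76.3 RPKM in ERY CONTROL and 21.4 in ERY COLD, and 11.8 RPKM in S.AND CONTROL and 26.1 in S.AND COLD, with an FDR of 1 in both cultivars in the authors' deposited table. The monosaccharide transporter gene OsMST8 (LOC_Os01g38670) had 258 and 313 RPKM in ERY and 57.9 and 118 in S.AND, and OsMST7 (LOC_Os01g38680) had 398, 552, 408 and 452 in the same order, with neither SSTF. Of 41 starch genes of Table S4 in the deposited table, 2 rose and 2 fell in ERY, and 1 rose and 1 fell in S.AND. Adjusted over the list alone, 4 were SSTF in ERY and 3 in S.AND. At an FDR of 0.01 the counts were 2 and 1, and with no fold requirement S.AND had 4.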

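RSR1 (LOC_Os05g03040) rose from 25.1 to 100.2 RPKM in ERY and from 16.8 to 74.6 RPKM in S.AND. Its log2FC was 2.00 in ERY and 2.15 in S.AND, with FDRs of 7.96e-06 and 1.31e-05 in the authors' deposited table. OsBEIIb (LOC_Os02g32660), a starch branching enzyme gene, had 21.9 and 18.8 RPKM in ERY and 34.7 and 46.4 in S.AND, and OsSSI (LOC_Os06g06560) had 69.0, 50.5, 59.4 and 54.3, with neither SSTF.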

The only gene consistently induced by cold stress in both cultivars was *Rice Starch Regulator 1* (*RSR1*), an AP2/EREBP transcription factor proposed to be a starch biosynthesis regulator (Fu and Xue 2010). On the other hand, only one gene, described as starch synthase IVa (Ohdan et al. 2005) was induced by cold stress in ERY but remained unaffected in S.AND (Additional file 8: Table S4).

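The gene listed as OsSSIVa (LOC_Os01g52260) rose from 8.41 to 22.1 RPKM in ERY, and had 15.5 RPKM in S.AND CONTROL and 18.8 in S.AND COLD. Its log2FC was 1.40 and 0.28, with FDRs of 0.00118 and 1 in the authors' deposited table. Table S1 describes this locus as a serine acetyltransferase gene. OsSSIVb (LOC_Os05g45720), the other starch synthase IV gene of Table S4, had 29.0 RPKM in ERY CONTROL and 26.1 in ERY COLD, and 24.3 RPKM in S.AND CONTROL and 26.8 in S.AND COLD, and was not SSTF. Whether the response of OsSSIVa differs between the cultivars was not tested.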

### Common molecular responses in cold-stressed rice anthers

In order to elucidate common molecular responses in anthers subjected to cold-stress we compared lists of deregulated genes from our work and other published transcriptomic analysis. Six other studies have shown a variable number of differentially expressed genes in cold-stressed anthers or spikelets during young microspore stage, although cultivars, duration of treatment, temperature, etc., were very variable (Additional file 9: Table S5). From these previous studies there were only three datasets available of common cold-induced DEGs (Bai et al. 2015; Ishiguro et al. 2014; Suzuki et al. 2015) to compare with our work. Multiple comparison shows very few common genes between two datasets, where only two genes were common in three datasets: LOC_Os03g18870, encoding the heat shock protein DnaJ; and LOC_Os12g39630, encoding a calcium/calmodulin dependent protein kinase CAMK-like.49. 

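The DnaJ gene LOC_Os03g18870, a co-chaperone of Hsp70, fell from 50.3 to 14.4 RPKM in ERY and from 46.5 to 9.89 RPKM in S.AND. The CAMK-like.49 gene LOC_Os12g39630 rose from 26.4 to 69.2 RPKM in ERY and from 29.4 to 65.7 RPKM in S.AND. The log2FC was -1.80 and -2.23 for the DnaJ gene, and 1.39 and 1.16 for the kinase gene, in ERY and S.AND. Of 7 DnaJ genes described in Table S1, 4 fell in both cultivars, and LOC_Os05g48810 went from 39.9 to 12.7 RPKM in ERY and from 45.6 to 14.1 RPKM in S.AND. A calmodulin-like protein 1 gene (LOC_Os11g04560) rose from 7.66 to 46.5 RPKM in ERY and from 13.4 to 64.0 RPKM in S.AND. Both shared genes were SSTF in each cultivar, also when adjusted over the list alone, and the other studies were not analysed here.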

No common deregulated genes were found in all four transcriptomic analysis (Fig. 3). These results suggest that molecular responses in cold-stress anthers are very variable and probably highly dependent on the experimental setup.

**Fig. 3:**
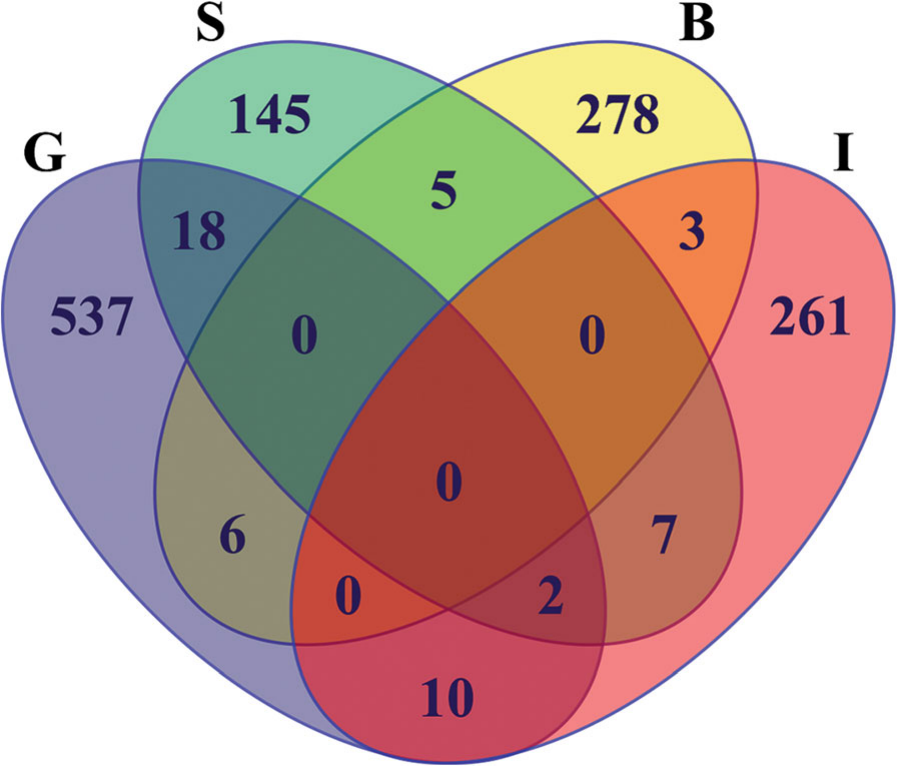
Venn diagram showing overlapped cold-stress deregulated genes in four anther datasets. Up- and downregulated genes from this work (G), (Suzuki et al. 2015) (S), (Bai et al. 2015) (B), and (Ishiguro et al. 2014) (I) were compared. Notice there are only 2 genes commonly deregulated in more than two studies

### Specific cold-induced molecular responses in ERY and S.AND

To gain further insights into metabolic pathways or other biological processes differentially affected in cold-stress, ERY and S.AND samples we analysed SSTF genes specifically deregulated in each cultivar with Mapman Software (Thimm et al. 2004). Thus, a list of 444 and 442 genes specifically deregulated in ERY and S.AND, respectively, were mapped to the *Oryza* MSU7.0 database. 

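Several of these genes had a fold change of at least 2 in the other cultivar too, without an FDR under 0.05. The NAC gene LOC_Os01g60020 rose from 5.89 to 56.1 RPKM in ERY and had 15.3 RPKM in S.AND CONTROL and 85.6 in S.AND COLD, where its FDR was 0.25 in the authors' deposited table. WRKY24 (LOC_Os01g61080) rose from 1.22 to 15.9 RPKM in ERY and had 2.09 RPKM in S.AND CONTROL and 13.0 in S.AND COLD, with an FDR of 1 in the authors' deposited table. An expansin gene (LOC_Os03g01270), of proteins that loosen cell walls, fell from 31.6 to 2.96 RPKM in S.AND, and it had 29.8 RPKM in ERY CONTROL and 3.96 in ERY COLD, with an FDR of 0.375 in the authors' deposited table. An aquaporin gene (LOC_Os07g26630) fell from 35.5 to 3.20 RPKM in S.AND and had 18.3 RPKM in ERY CONTROL and 1.88 in ERY COLD. Of 314 genes that rose in ERY alone, 303 were also higher in S.AND COLD: 98 by at least 2-fold without an FDR under 0.05, 60 with such an FDR but a smaller fold, and 145 with neither. Their median log2FC was 1.45 in ERY and 0.89 in S.AND. Of 306 genes that fell in S.AND alone, 289 were also lower in ERY COLD (121, 28 and 140 in the same order), with medians of -1.44 and -0.93. Of 131 genes that fell in ERY alone 123 were lower in S.AND, and of 137 that rose in S.AND alone 135 were higher in ERY. In no gene of these lists was the opposite direction joined by an FDR under 0.05, and the difference between cultivars was not tested.

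**Figure D1:**
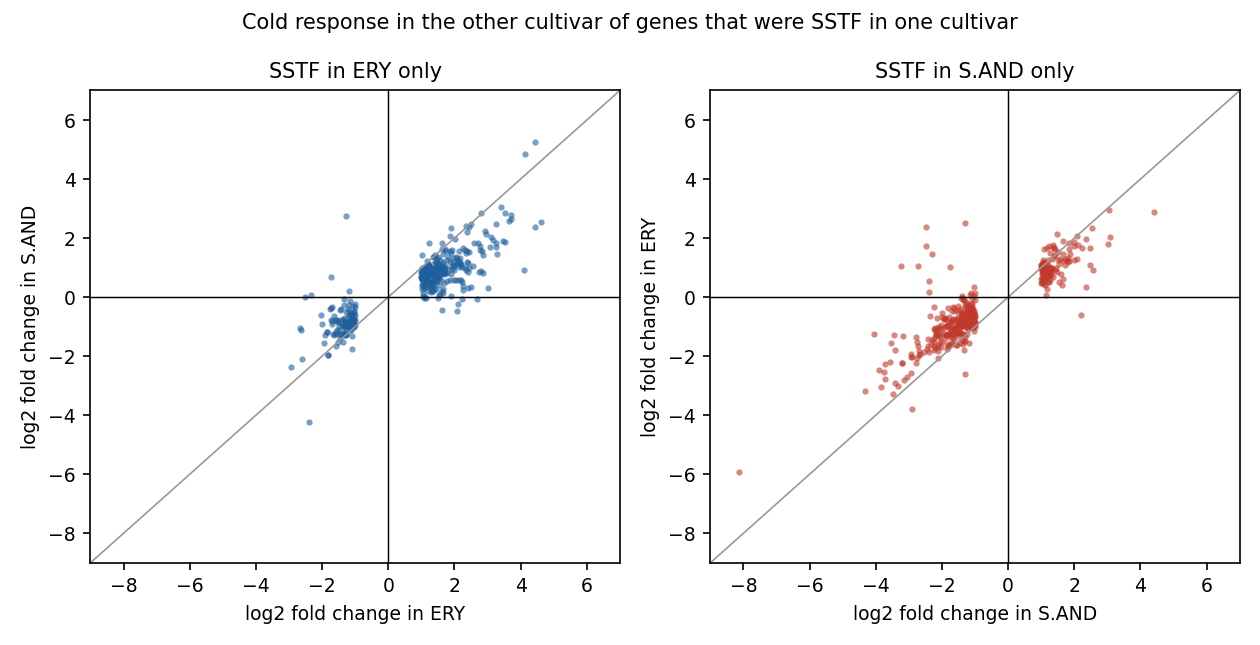
log2FC (COLD over CONTROL, from mean RPKM) of genes SSTF in ERY only (left) and in S.AND only (right), in that cultivar on the x axis and in the other on the y axis, with one point per gene and equal values on the grey line. Most of the 436 and 439 points lie in the quadrants of equal sign, and 9 and 4 genes listed at 0 in a group are left out.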

An overview of deregulated genes falling in different hierarchical categories (Fig. 4) shows: most of the photosynthesis (bin 1), cell wall (bin 10), secondary metabolism (bin 16), and miscellaneous enzyme families (bin 26) genes were specifically downregulated in S.AND; while most of the hormones (bin 17), RNA (bin 27), protein (bin 29), and signalling (bin 30) genes were specifically upregulated in ERY. 

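Of 19 described photosynthesis genes, 16 fell and 1 rose in S.AND alone. Of 19 genes grouped as cell wall enzymes by words in their descriptions, 8 fell in S.AND alone, 2 fell in ERY alone, 4 fell in both and 3 rose in both. The group also took in an inhibitor of such an enzyme. A polygalacturonase inhibitor gene (LOC_Os08g39550) fell from 9.80 to 2.18 RPKM in ERY and from 10.8 to 1.05 RPKM in S.AND, and a glycosyl hydrolase family 16 gene (LOC_Os04g51460) rose from 85.3 to 574 RPKM in ERY and from 67.4 to 280.1 RPKM in S.AND. Lipid transfer protein genes fell in S.AND alone in 5 of 7 cases, such as LTPL73 (LOC_Os03g57970), from 30.9 to 8.92 RPKM in S.AND, with 24.9 and 15.7 RPKM in ERY. Of 4 aquaporin genes, which encode water channels, 2 fell in S.AND alone, including the abundant LOC_Os02g13870, from 896 to 383 RPKM in S.AND, with 944 and 579 RPKM in ERY. Of 5 glutathione S-transferase genes, 2 fell in S.AND alone, and LOC_Os01g27210 rose from 15.8 to 70.5 RPKM in ERY, with 14.3 and 32.6 RPKM in S.AND. On the side of ERY, 12 of 24 AP2/ERF genes and 5 of 8 WRKY genes rose there alone, against 3 and 0 in S.AND alone. Of 21 RING finger genes, 8 rose in ERY alone and 4 in S.AND alone. Of 21 cytochrome P450 genes, 8 rose and 5 fell in both cultivars, with LOC_Os02g47470 going from 14.3 to 72.0 RPKM in ERY and from 12.7 to 62.9 RPKM in S.AND. The groups come from the descriptions in Table S1, not from the MapMan bins, and hold SSTF genes only.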

To test which bins exhibit statistically significant differences we applied Benjamini-Hochberg correction as statistical analyses, provided in Mapman software with *p* < 0.05. 

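In S.AND, 18 of the 19 light reaction genes listed in Table S6 fell, such as the photosystem II 10 kDa polypeptide gene LOC_Os07g05365, from 19.4 to 2.94 RPKM in S.AND, which had 0.753 RPKM in ERY CONTROL and 1.55 in ERY COLD. The exception, a chlorophyll A-B binding protein gene (LOC_Os01g41710) picked out after its values were seen, rose from 31.6 to 76.8 RPKM in S.AND and had 56.0 RPKM in ERY CONTROL and 157 in ERY COLD. Of 50 genes for protein synthesis, modification and degradation in the same table, 29 rose and 21 fell. A RING-H2 gene (LOC_Os02g35329) rose from 0.365 to 7.76 RPKM in S.AND and had 0.444 RPKM in ERY CONTROL and 3.26 in ERY COLD, while a C3HC4 zinc finger gene (LOC_Os01g50750) fell from 157 to 24.5 RPKM in S.AND and had 7.32 RPKM in ERY CONTROL and 1.88 in ERY COLD. In ERY, 49 of the 50 had the same direction. Both sets were picked as SSTF in S.AND and not in ERY, so their direction in S.AND is not independent evidence.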

Two main categories were overrepresented in S.AND: bin 1.1 corresponding to “photosynthesis-light reaction”, where all genes but one is downregulated (Additional file 10: Table S6, Fig. 5) and; bin 29 corresponding to “protein”, where there is no clear trend in the regulation of these genes. 

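Table S6 lists 17 hormone genes SSTF in ERY alone, of which 16 rose and 1 fell, and 13 of them belong to ethylene. OsERF87 (LOC_Os09g39850) rose from 0.375 to 6.54 RPKM in ERY and had 0.503 RPKM in S.AND CONTROL and 14.5 in S.AND COLD, listed with an FDR of 0.131 in the authors' deposited table. A flavonol synthase/flavanone 3-hydroxylase gene (LOC_Os04g57180), placed in the ethylene bin, rose with a log2FC of 2.95 in ERY and had 0.838 RPKM in S.AND CONTROL and 3.72 in S.AND COLD. The table also holds 11 AP2/EREBP genes, and all of them rose in ERY, such as OsERF136 (LOC_Os07g22730), from 0.191 to 4.11 RPKM in ERY, with 0.648 and 3.36 RPKM in S.AND. OsERF136 and OsERF69 (LOC_Os03g08490) are listed under both the hormone and the AP2/EREBP bins, so the sets share genes. The median log2FC of the hormone genes was 1.70 in ERY and 0.81 in S.AND, and that of the AP2/EREBP genes 1.91 and 0.99. In S.AND all of these genes had the same direction, and 7 of the 17 and 5 of the 11 were higher by at least 2-fold. The genes were picked as SSTF in ERY and not in S.AND, so the lower S.AND values are not independent evidence of a difference.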

Additional file 10: Table S6 also shows the two main categories overrepresented in ERY: bin 17 and 27.3.3 corresponding to “hormone metabolism” (most of them related to ethylene) and “RNA-regulation of transcription-AP2/EREBP”, respectively. Although some reports have shown, on one hand, the involvement of ethylene in male gametophyte development (Kovaleva 2011) or anther dehiscence (Rieu et al. 2003; Wang and Kumar 2007) and, on the other hand, the role of ethylene in cold stress responses, reviewed in (Kazan 2015), no reports have linked ethylene metabolism in anther tissues as part of the molecular responses to cold stress. Several genes putatively involved in ethylene biosynthesis, sensing, signal transduction and related transcription factors have been described (Rzewuski 2008). Table 1 highlights the transcriptionally active set of genes in ERY anthers during post-meiotic stages and how they respond to cold stress. Remarkably, the anther most expressed ACC oxidase genes, that catalyse a committed step in ethylene biosynthesis, OsACO2 and OsACO4 are upregulated by cold stress in ERY. 

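OsACO2 (LOC_Os02g53180) rose from 26.8 to 108 RPKM in ERY, and had 19.0 RPKM in S.AND CONTROL and 74.5 in S.AND COLD. Its FDR was 6.25e-19 in ERY and 0.134 in S.AND in the authors' deposited table, at a log2FC of 2.01 and 1.97. OsACO4 (LOC_Os11g08380) rose from 5.86 to 17.9 RPKM in ERY, and had 1.75 RPKM in S.AND CONTROL and 3.01 in S.AND COLD. OsACS6 (LOC_Os06g03990), the most abundant ACC synthase gene, had 20.7 RPKM in ERY CONTROL and 25.5 in ERY COLD, and 20.1 RPKM in S.AND CONTROL and 26.9 in S.AND COLD, and was not SSTF. OsACO1 (LOC_Os09g27820) had 2.58 and 3.67 RPKM in ERY and 1.19 and 2.93 in S.AND. Of the 13 synthesis genes of Table 1, 2 were SSTF in ERY and 0 in S.AND, also when adjusted over the list alone, and 7 had a mean of at least 1 RPKM in a group. Over these 7 genes the median log2FC was 0.51 in ERY and 0.78 in S.AND. Among random lists of similar mean RPKM these medians lay at percentiles 94.3 and 99.7.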

Other proteins involved in the regulation of ethylene receptors (OsRTE2), and in signal transduction (OsEBF1, OsEBF2, and OsEIL2) are also upregulated. 

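OsRTE2 (LOC_Os05g46240), a regulator of ethylene receptors, rose in both cultivars, from 13.1 to 44.7 RPKM in ERY and from 17.9 to 40.6 RPKM in S.AND. The receptor gene OsETR3 (LOC_Os02g57530) rose from 2.63 to 10.6 RPKM in S.AND and had 2.03 RPKM in ERY CONTROL and 4.82 in ERY COLD. OsEBF1 (LOC_Os06g40360) and OsEBF2 (LOC_Os02g10700), F-box genes of the kind that targets EIN3 proteins for degradation, rose from 31.0 to 65.8 and from 85.3 to 189.5 RPKM in ERY. In S.AND they had 49.9 and 69.0, and 96.7 and 147 RPKM, with FDRs of 0.473 and 0.0889 in the authors' deposited table. OsEIL2 (LOC_Os07g48630), an EIN3-like transcription factor gene, rose from 78.1 to 220.3 RPKM in ERY and from 85.1 to 202 RPKM in S.AND. OsEIN2 (LOC_Os07g06130) had 31.9 RPKM in ERY CONTROL and 48.6 in ERY COLD, and 29.2 RPKM in S.AND CONTROL and 46.6 in S.AND COLD, below a fold of 2. Of 8 sensing genes, 1 was SSTF in ERY and 2 in S.AND, and of 13 signal transduction genes 3 and 1, with the same counts when adjusted over the list alone.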

Finally, three well-known ethylene response factors are significantly upregulated as well (Sub1C, OsERF1 and osERF3). 

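Sub1C (LOC_Os09g11460), of the submergence tolerance locus, rose from 4.46 to 16.2 RPKM in ERY and had 2.60 RPKM in S.AND CONTROL and 10.9 in S.AND COLD. Its FDR in S.AND was 0.254 in the authors' deposited table, at a log2FC of 2.06 against 1.86 in ERY. OsERF1 (LOC_Os04g46220) rose from 4.60 to 25.9 RPKM in ERY and had 24.5 RPKM in S.AND CONTROL and 31.2 in S.AND COLD. OsERF3 (LOC_Os01g58420) rose in both cultivars, from 70.9 to 285 RPKM in ERY and from 63.2 to 249 RPKM in S.AND. OsAP2-39 (LOC_Os04g52090) rose from 65.1 to 137 RPKM in S.AND and had 98.7 RPKM in ERY CONTROL and 225 in ERY COLD. OsEREBP1 (LOC_Os02g54160), the most abundant gene of this section, had 378 RPKM in ERY CONTROL and 404 in ERY COLD, and 452 RPKM in S.AND CONTROL and 490.2 in S.AND COLD. Of the 10 OsERFs of Table 1, 3 were SSTF in ERY and 2 in S.AND, with the same counts when adjusted over the list alone, and OsDERF1 (LOC_Os08g35240) was listed at 0 in all groups.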

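OsERF64 (LOC_Os03g08500), the most abundant of 13 further ethylene-related transcription factor genes, rose from 265 to 1023 RPKM in ERY and had 291 RPKM in S.AND CONTROL and 735 in S.AND COLD, with an FDR of 0.0984 in the authors' deposited table. OsERF74 (LOC_Os05g41780) rose from 126 to 329 RPKM in ERY and had 139 RPKM in S.AND CONTROL and 243 in S.AND COLD. OsERF69 (LOC_Os03g08490) rose from 0.559 to 6.52 RPKM in ERY and OsERF34 (LOC_Os04g46440) from 5.00 to 24.8 RPKM in ERY, with 3.19 and 20.3 RPKM in S.AND COLD. OsERF65 (LOC_Os07g42510) rose from 2.64 to 9.91 RPKM in ERY and had 7.55 RPKM in S.AND CONTROL and 7.77 in S.AND COLD, and AP2/EREBP127 (LOC_Os01g49830) rose from 6.64 to 19.1 RPKM in ERY and had 12.7 RPKM in S.AND CONTROL and 13.3 in S.AND COLD. The helix-loop-helix gene OsbHLH077 (LOC_Os07g28890) rose from 14.4 to 41.9 RPKM in ERY and had 13.0 RPKM in S.AND CONTROL and 20.3 in S.AND COLD. All 13 genes rose in ERY and 0 were SSTF in S.AND (13 and 4 when adjusted over the list alone). The median log2FC was 1.91 in ERY and 0.92 in S.AND, each above every one of 10000 random lists of similar mean RPKM. The median log2 of S.AND CONTROL over ERY CONTROL was 0.60, at percentile 99.86, so over the list the genes started higher in S.AND. The genes were chosen on the ERY samples, so neither these counts nor the places of the medians among random lists are independent evidence. The difference from S.AND was not tested.

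**Figure D2:**
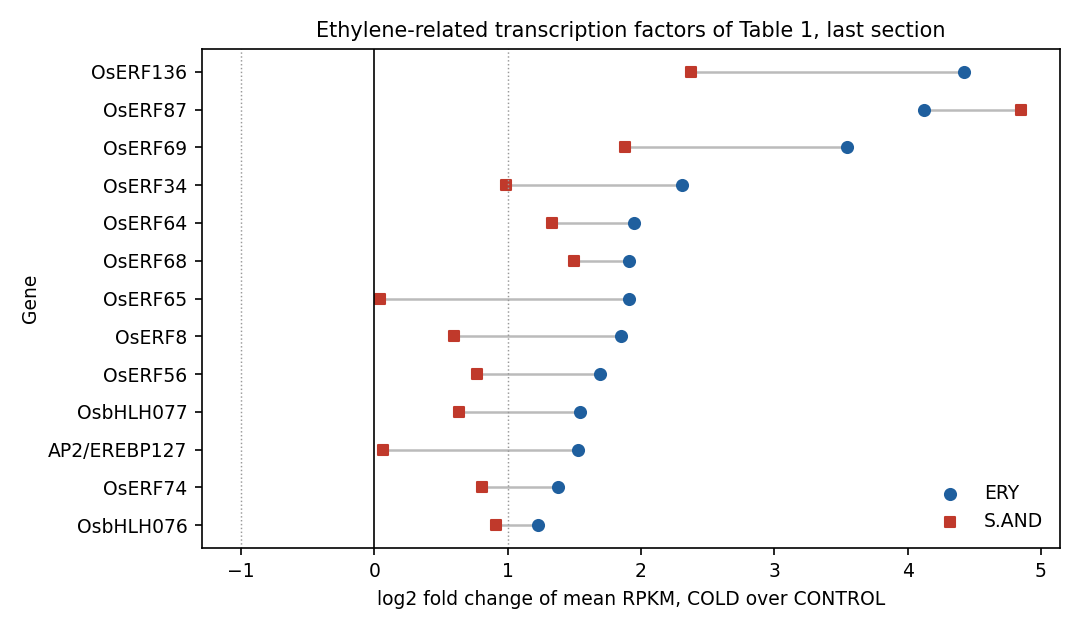
log2FC (COLD over CONTROL, from mean RPKM, x axis) of the 13 ethylene-related transcription factor genes in the last section of Table 1 (y axis), in ERY (circles) and S.AND (squares), with dotted lines at a fold of 2. All values are above 0, and the ERY value is the higher one except for OsERF87.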

Table 1 also shows a number of ethylene-related transcription factors upregulated in ERY that might participate in the early molecular responses to cold stress.

**Fig. 4:**
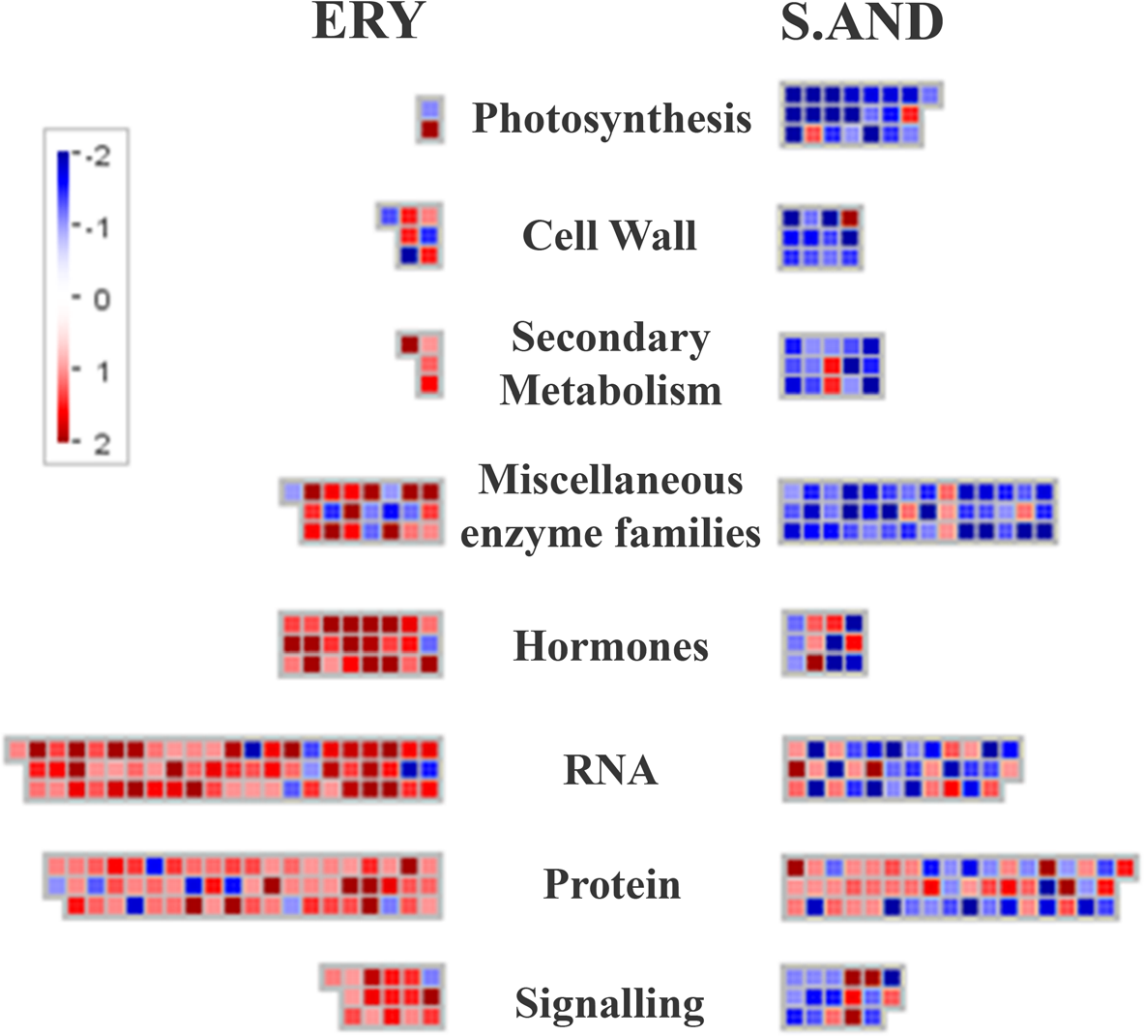
Overview of different pathways specifically deregulated in cold stress anthers. Specific up- and downregulated genes (red and blue, respectively) in cold-stress post-meiotic anthers from ERY and S.AND cultivars were analysed by Mapman software (Thimm et al. 2004)

**Fig. 5:**
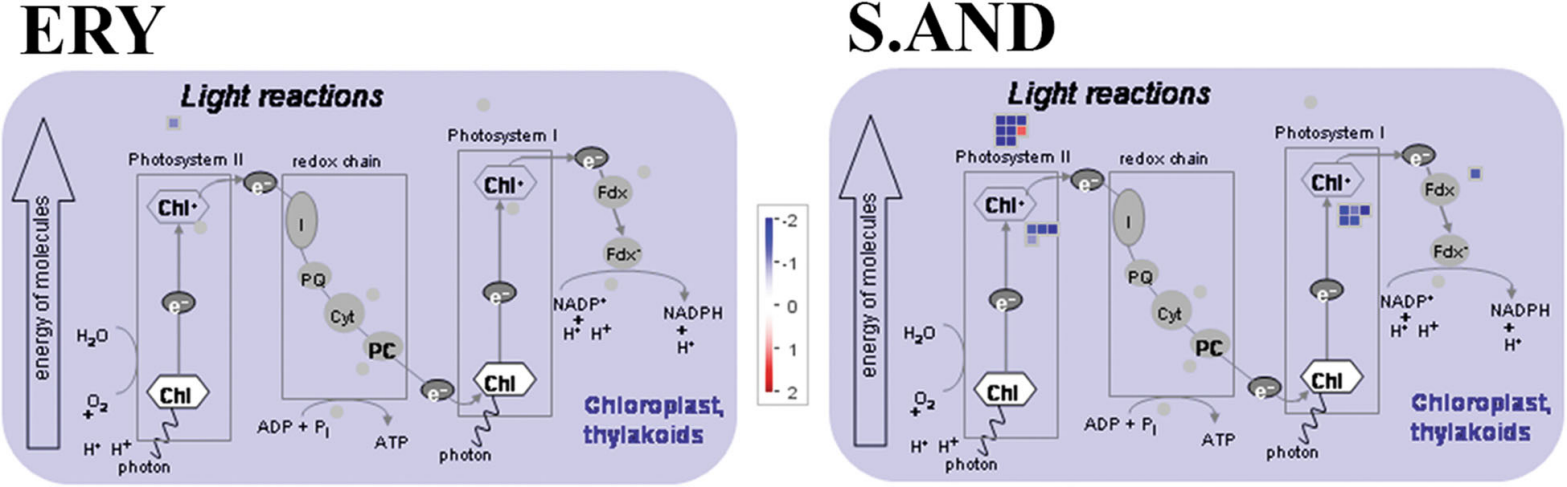
Mapman analysis of cold-stress deregulated genes involved in photosynthesis. Specific up- and down-regulated genes (red and blue, respectively) in cold-stress post-meiotic anthers from ERY and S.AND cultivars were analysed by Mapman software (Thimm et al. 2004)

**Table 1:** Cold-stress responses of ethylene metabolism-related genes in tolerant rice anthers. [this table should be added immediately before Discussion]

LOCUS ID	Gene	RPKM (ERY CO)	RPKM (ERY CS)	Reference
*Ethylene synthesis*				
LOC_Os03g51740	OsACS1	1.10	1.88	Rzewuski and Sauter, 2008
LOC_Os04g48850	OsACS2	0.16	0.24	Rzewuski and Sauter, 2008
LOC_Os05g10780	OsACS3	2.51	3.22	Rzewuski and Sauter, 2008
LOC_Os05g25490	OsACS4	0.01	0.02	Rzewuski and Sauter, 2008
LOC_Os01g09700	OsACS5	0.02	0.00	Rzewuski and Sauter, 2008
LOC_Os06g03990	OsACS6	20.73	25.47	Rzewuski and Sauter, 2008
LOC_Os09g27820	OsACO1	2.58	3.67	Rzewuski and Sauter, 2008
LOC_Os02g53180	OsACO2^a^	26.83	108.39	Rzewuski and Sauter, 2008
LOC_Os09g27750	OsACO3	1.18	1.09	Rzewuski and Sauter, 2008
LOC_Os11g08380	OsACO4^a^	5.86	17.86	Rzewuski and Sauter, 2008
LOC_Os05g05680	OsACO5	0.15	0.12	Rzewuski and Sauter, 2008
LOC_Os05g05670	OsACO6	0.10	0.08	Rzewuski and Sauter, 2008
LOC_Os01g39860	OsACO7	0.41	0.32	Rzewuski and Sauter, 2008
*Ethylene sensing*				
LOC_Os03g49500	OsERS1	79.28	103.50	Rzewuski and Sauter, 2008
LOC_Os05g06320	OsERS2	12.77	17.76	Rzewuski and Sauter, 2008
LOC_Os04g08740	OsETR2	27.79	40.83	Rzewuski and Sauter, 2008
LOC_Os02g57530	OsETR3	2.03	4.82	Rzewuski and Sauter, 2008
LOC_Os07g15540	OsETR4	0.28	0.54	Rzewuski and Sauter, 2008
LOC_Os01g51430	OsRTE1	14.80	11.03	Rzewuski and Sauter, 2008
LOC_Os05g46240	OsRTE2^a^	13.06	44.74	Rzewuski and Sauter, 2008
LOC_Os03g58520	OsRTE3	22.40	26.74	Rzewuski and Sauter, 2008
*Ethylene signal transduction*				
LOC_Os02g32610	OsCTR1	4.08	4.67	Rzewuski and Sauter, 2008
LOC_Os09g39320	OsCTR2	17.38	26.22	Rzewuski and Sauter, 2008
LOC_Os04g52140	OsCTR3	14.08	10.66	Rzewuski and Sauter, 2008
LOC_Os03g58060	OsEIN5	39.04	42.93	Rzewuski and Sauter, 2008
LOC_Os06g40360	OsEBF1^a^	31.00	65.78	Rzewuski and Sauter, 2008
LOC_Os02g10700	OsEBF2^a^	85.29	189.51	Rzewuski and Sauter, 2008
LOC_Os07g06130	OsEIN2	31.87	48.60	Rzewuski and Sauter, 2008
LOC_Os03g20780	OsEIL1	0.77	4.21	Rzewuski and Sauter, 2008
LOC_Os07g48630	OsEIL2^a^	78.08	220.30	Rzewuski and Sauter, 2008
LOC_Os09g31400	OsEIL3	23.82	33.25	Rzewuski and Sauter, 2008
LOC_Os08g39830	OsEIL4	6.42	6.80	Rzewuski and Sauter, 2008
LOC_Os02g36510	OsEIL5	0.32	0.07	Rzewuski and Sauter, 2008
LOC_Os04g38400	OsEIL6	3.40	3.65	Rzewuski and Sauter, 2008
*OsERFs*				
LOC_Os02g54160	OsEREBP1	377.98	404.30	Cheong et al., 2003
LOC_Os03g08460	OsEBP89	0.03	0.04	Mao et al., 2006
LOC_Os09g11460	Sub1C^a^	4.46	16.20	Fukao et al., 2006
LOC_Os12g41060	SK1/SK2	0.03	0.06	Hattori et al., 2009
LOC_Os09g28440	OsEATB	0.30	1.46	Qi et al., 2011
LOC_Os02g10760	OsWR1	194.76	180.64	Wang et al., 2012
LOC_Os08g35240	OsDERF1	0.00	0.00	Wan et al., 2011
LOC_Os01g58420	OsERF3^a^	70.93	284.72	Wan et al., 2011
LOC_Os04g52090	OsAP2–39	98.69	225.31	Wan et al., 2011
LOC_Os04g46220	OsERF1^a^	4.60	25.86	Hu et al., 2008
*Other ethylene related transcription factors (TF)*				
LOC_Os02g45010	OsbHLH076^a^	9.36	21.93	This work
LOC_Os07g28890	OsbHLH077^a^	14.40	41.89	This work
LOC_Os07g22730	OsERF136^a^	0.19	4.11	This work
LOC_Os03g08500	OsERF64^a^	265.10	1022.77	This work
LOC_Os03g08490	OsERF69^a^	0.56	6.52	This work
LOC_Os05g41780	OsERF74^a^	126.50	328.52	This work
LOC_Os09g39850	OsERF87^a^	0.38	6.54	This work
LOC_Os05g25260	OsERF56^a^	5.04	16.33	This work
LOC_Os01g49830	AP2/EREBP127^a^	6.64	19.14	This work
LOC_Os04g46440	OsERF34^a^	5.00	24.81	This work
LOC_Os04g55520	OsERF8^a^	13.93	50.32	This work
LOC_Os01g21120	OsERF68^a^	2.17	8.14	This work
LOC_Os07g42510	OsERF65^a^	2.64	9.91	This work

^a^, SSTF genes from ERY RNA-seq datasets. CO and CS, control or cold-stress treated samples, respectively

## Discussion

Cold episodes during reproductive stages in plants are becoming more frequent due to many factors in temperate regions, including climatic change, leading to important yield losses in crops. Commercial rice cultivars were selected for high yield but poor resistance to many abiotic or biotic stresses. Many molecular studies were performed in reference rice cultivars providing important insights in the response to stress, although variability lead to the notion that not always conclusions are translatable to other cultivars with agronomic relevance. This work was focused on the cold-susceptible Sant’Andrea, one of the most cultivated commercial varieties from Italy, the main producer of rice in Europe. The Erythroceros Hokkaido cultivar served as the cold-tolerant variety for comparative purposes. This cultivar grows in Poland, one of the most northern latitudes in the world in which rice is cultivated. Its highly tolerant behavior to cold stress points to a good potentiality to serve as breeding resource to introduce tolerance in cold-sensitive commercial cultivars.

Available transcriptomic studies from rice anthers subjected to cold stress led to very heterogenous results in terms of observed molecular responses, probably due to diverse conditions in which datasets were produced. In those studies, cold stress was applied at different developmental stages, at different temperatures and conditions (air or cold water). However, one of the most heterogenous factor was the duration of stress until samples were collected. This may explain the unexpectable low amount of common deregulated genes between the different studies. Many of the genome-wide transcriptomic studies were based on samples collected several days after the beginning of the cold treatment, suggesting that observed molecular changes might correspond to secondary or tertiary responses. In this study, RNA-seq data were obtained from samples subjected to cold stress during one night, where probably primary changes in the transcriptome are observed as a response to the stress applied. Changes in expression of a large number of TF encoding genes in our datasets are in agreement with that and provide a good candidate list of putative master regulators of cold responses, and may in the future be further studied to identify those genes that facilitate an increase in cold tolerance in sensitive cultivars. Remarkably, tolerant cultivar ERY showed a stronger molecular response in the activation of several TFs compared to S.AND. It might be due to a transcriptional higher rate of these master regulators, or to a faster response in the regulation of these by for instance reprogramming of the chromatin and thereby triggering the activation of the molecular machineries to successfully face stress before cell death is induced.

S.AND plants were susceptible to cold episodes during reproductive stages as it was shown for the premature degeneration of anthers and a visible decay in pigments, giving as a result a decrease in spikelet fertility. Chloroplasts might be impaired in this cultivar since results show a global decay in the synthesis of photosystem components necessary for a successful photosynthesis in anthers. This may reflect the relevance of chloroplasts for a proper male gametophyte development within anthers. The role of chloroplasts in anther development is not clear, although they are present especially in the anther epidermis, endothecium and the middle layers during microsporogenesis (Clément 2001). They may have a role in the synthesis of carbohydrates to feed tapetum, the male gametophyte and pollen grains. 

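Most light reaction genes of ERY were lower in COLD without being SSTF. LOC_Os07g37240, a chlorophyll A-B binding protein gene, had 109.7 RPKM in ERY CONTROL and 12.0 in ERY COLD, with an FDR of 0.172 in the authors' deposited table. LOC_Os09g17740, of the same family, had 193 RPKM in ERY CONTROL and 50.6 in ERY COLD, with an FDR of 0.538 in the authors' deposited table, and fell from 112 to 14.7 RPKM in S.AND. Photosystem I subunit II (LOC_Os08g44680) had 93.7 RPKM in ERY CONTROL and 51.9 in ERY COLD, and fell from 93.5 to 28.0 RPKM in S.AND. PsbP (LOC_Os07g04840), of the oxygen-evolving complex, had 115 RPKM in ERY CONTROL and 77.2 in ERY COLD, and fell from 141 to 52.3 RPKM in S.AND. Of the 18 light reaction genes of Table S6 that fell in S.AND, 16 were lower in ERY COLD and 7 of them by at least 2-fold. Of all 19, 0 were SSTF in ERY, by the way the list was drawn, and 13 had an FDR of 1 there in the authors' deposited table. Their median log2FC was -0.85 in ERY and -1.85 in S.AND, and the median RPKM went from 93.7 to 48.2 in ERY and from 93.5 to 14.8 in S.AND. The difference between the cultivars was not tested.

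**Figure D3:**
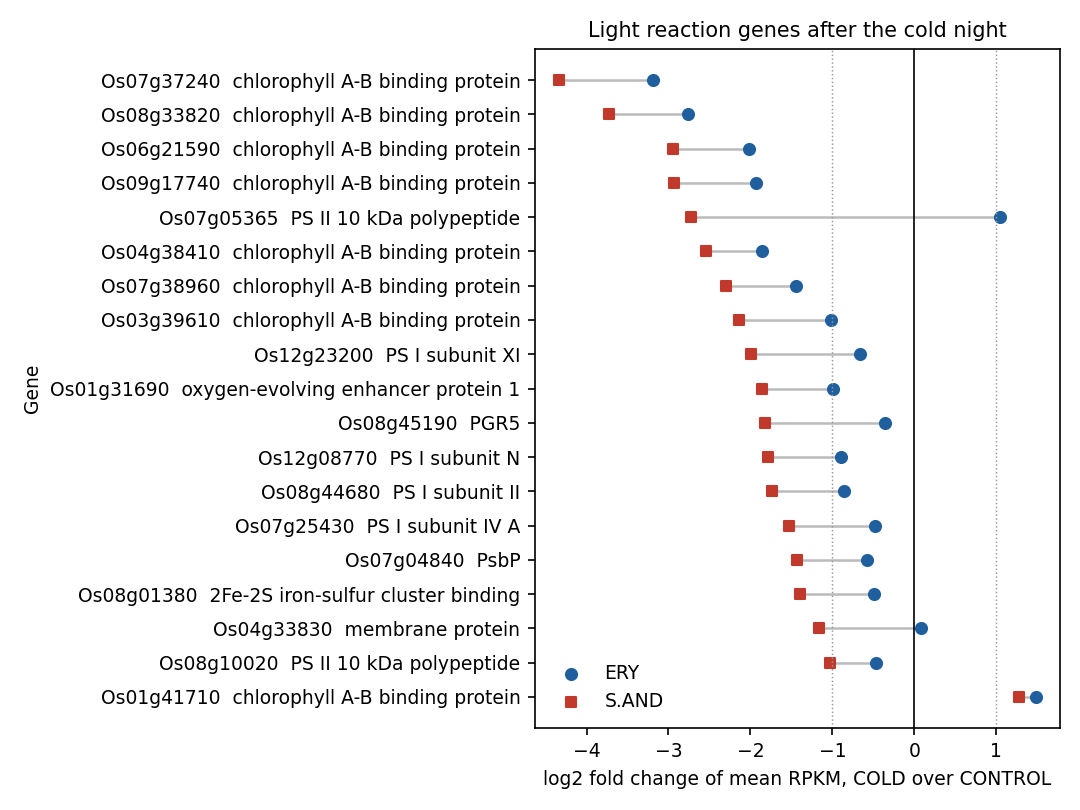
log2FC (COLD over CONTROL, from mean RPKM, x axis) of the 19 light reaction genes of Table S6 (y axis), in ERY (circles) and S.AND (squares), with dotted lines at a fold of 2. In 18 genes the S.AND value is below 0 and below the ERY value, and LOC_Os01g41710 is above 0 in both.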

ERY did not show a massive downregulation of photosynthesis genes, either because chloroplasts are protected by specific metabolites and the signal triggered to degrade plastids are inhibited, or upstream master genes that regulate transcription of photosynthesis machinery are not impaired.

Finally, ethylene metabolism may be activated in ERY cold-stress anthers as a result of the transcriptional increase of several genes involved in its biosynthesis, signaling or response in the nucleus. The role of ethylene in cold-stress anthers is not known although some reports lead to the conclusion that a proper balance of its levels must be achieved for programed cell death during pollen development (Takada et al. 2006; Wei et al. 2013). The expression of a number of ethylene-related TFs is upregulated after cold treatment in ERY anthers. Only three of them (Sub1C, OsERF1 and OsERF3) are well-known TFs involved in ethylene metabolism or responsive to this phytohormone (Fukao et al. 2006; Hu et al. 2008; Wan et al. 2011). However, no evidence showing a participation of these TFs in cold stress responses has been shown yet. This work also shows more than ten putative TFs with increased expression after cold treatment in ERY, some of them with high relative expression in anthers.

## Conclusions

Our results suggest that active chloroplasts may be important during anther development to face cold episodes, making the photosynthetic machinery in anthers a target to improve cold tolerance in susceptible varieties. Our study also suggests that anther-specific ethylene metabolism, through the many transcription factors responding to cold stress in ERY, might be a good candidate for cold tolerance improvement in agronomical relevant rice cultivars as part of breeding programs or novel tools emerging for a rationale design of rice cultivars. Our studies provide an important step in the identification of possible pathways controlling cold tolerance but will of course need further validation by molecular and genetic analyses.

## Materials and methods

### Plant material and growing conditions

*Oryza sativa* subspecies with contrasting tolerance to cold stress (Erythroceros Hokkaido, Lijiangheigu, Sant’Andrea, Carnaroli, Arborio, Volano and Nipponbare) were used in the study. Plants were grown in a temperature-controlled growth chambers maintained at 26/22 °C day/night temperature and day/night relative humidity (RH) of 75–85% under LD (16/8 h light/dark) or heading-inductive SD conditions (10/14 h light/dark). Light intensity was set to ∼500 μmol/m^2^/s. Seeds were pre-germinated in seeding trays for 3–4 weeks and then seedlings were transplanted individually into pots. After 7–10 weeks, depending on the cultivar, plants were transferred to SD inductive conditions for 3 more weeks. Cold-stress treatments (8 °C) were applied only during the night period for 1, 3 or 5 days when rice plants showed particular auricle distances between flag leaf and penultimate leaf (AD) as described in results.

### Spikelet fertility

Between 2 and 13 tillers from at least three plants of each cultivar were used to estimate spikelet fertility for both control and stress treatments. At physiological maturity, the total number of spikelets and the number of grains formed were recorded and used to determine spikelet fertility. Each experiment was replicated between 2 and 4 times and mean ± SEM was obtained.

### Light microscopy

Anther developmental stages were determined by histological analysis and light microscopy. Anther samples were fixed in 3.7% formaldehyde, 5% acetic acid and 50% ethanol for 30 min with vacuum, and therefore dehydrated in ethanol series. Infiltration and embedding were carried out with Technovit acrylic resin according to the manufacturer’s instructions. 5-μm-thick sections were obtained with microtome, mounted in slides and stained with 0.1% toluidine blue. Images were captured with a Leica DM LB microscope coupled to a DFC280 camera.

### Sample collection

Between 5 and 8 plants for each biological replica were used for sample collection. For cold stress or control treatments, plants were transferred to the growth chambers when the AD matched post-meiotic developmental stage for each cultivar, corresponding to stage 10 according to Zhang et al. (2011). Spikelets from the middle part of the panicles were collected immediately after one night of corresponding treatment (when the lights of the growth chamber switched on in the morning), dissected to separate the anthers and collected in tubes suspended in liquid nitrogen. Frozen anther samples were stored at − 80 °C until further use.

### Total RNA extraction and expression analysis

Total RNA was extracted from pooled anthers by using TRIzol® (Invitrogen). Three biological replicates were collected for each treatment (Cold-stress and Control). The quality and quantity of RNA samples were assessed by gel electrophoresis and Nanodrop quantification.

cDNA synthesis and quantitative RT-qPCR were performed as described previously (Gonzalez-Schain et al. 2016). Briefly, standard RT-qPCR was carried out to test efficiency of the primers (listed in Additional file 11: Table S7) and therefore large-scale RT-qPCR was used to study the expression of deregulated genes from anther samples by using Microfluidic Dynamic Array developed by Fluidigm Corporation (Spurgeon et al., 2008). Three biological replicates with three technical replicates were performed for each sample. Data were normalized using *OsUBQ* (LOC_Os02g06640) and *NABP* (LOC_Os06g11170) genes as reference.

### Illumina sequencing

Upon treatment with TURBO DNAse I (AMBION), 4 μg of RNA from each sample were used to produce sequencing libraries with the TruSeq mRNA sample preparation kit (Illumina). Sequencing of poly(A) RNA samples was carried out in multiplex (6 samples per lane, single 50 bp reads) with Illumina Hi-seq 2000 platform at IGA Technology Services (Udine, Italy). Quality control of the raw sequence data was done using FastQC (Babraham Bioinformatics).

### Mapping of short reads, quality analysis and assessment of gene expression analysis for RNA-seq

Evaluation and processing of raw data was performed on the commercially available CLC Genomics Workbench v.4.7.1 as described previously (Gonzalez-Schain et al. 2016). Gene expression values were based on reads per kilobase of exon model per million mapped read (RPKM) values. Fold change (FC) and log_2_FC was calculated in terms of RPKM of the corresponding transcripts. To obtain statistical confirmation of the differences in gene expression, P and FDR values were computed using Baggerley’s test on expression proportions. We applied a threshold value of *P <* 0.05 and FDR < 0.05 to ensure that differential gene expression was maintained at a significant level (5%) for the individual statistical tests. Absolute FC ≥ 2 was set as threshold limit to obtain the differentially expressed genes. Raw and processed data have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al. 2002) and are accessible through GEO Series accession number GSE137002 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE137002).

To gain insight into the biological processes associated with the regulated genes, we determined which GO annotation terms were over-represented, in both up- and down-regulated gene lists. Gene set enrichment analysis was performed with the agriGO database (Du et al. 2010) using the Singular Enrichment Analysis (SEA). Mapman Software (Thimm et al., 2004) was also used to get an overview of deregulated genes falling in different hierarchical categories (or bins), applying Benjamini-Hochberg correction as statistical analyses provided in the software with *p* < 0.05.

## Supplementary information

**Additional file 1: Figure S1.** Anther developmental stages in tolerant and sensitive cultivars. Transverse sections of anthers from ERY (A, C and E) and S.AND plants (B, D and F), collected at different auricle distance between flag and penultimate leaves (AD), were stained with 0.1% toluidine blue. AD = − 3, − 5, 0, − 3, 4, and 1.5 cm in A, B, C, D, E, and F, respectively.

**Additional file 2: Figure S2.** Physiological response to cold stress in tolerant and sensitive cultivars. Cold-tolerant ERY and cold-sensitive S.AND were subjected to cold stress or control conditions during 1, 3, and 5 days during post-meiotic stage. A and B, Panicles and spikelets from ERY and S.AND plants after cold or control treatments. C, transverse sections of anthers from ERY and S.AND plants after 1-day cold or control treatments (AD between − 2 and + 2 cm, corresponding to anther developmental stage 10 according to Zhang et al. (2011)) stained with 0.1% toluidine blue.

**Additional file 3: Figure S3.** Anther development is impaired in S.AND cultivar subjected to cold stress. S.AND plants were treated with cold stress for five days. A, spikelets from S.AND plants subjected to 1, 3, and 5 days of cold-stress. Notice the pale colour of palea and lemma compared to Fig. S2B. B and C, transverse sections of 1-day cold-stress anthers at stage 10, according to Zhang et al. (2011), stained with 0.1% toluidine blue, showing compromised anatomy.

**Additional file 4: Figure S4.** Validation of RNA-seq data by qRT-PCR. A, Expression analysis of 6 selected genes from RNA-seq datasets were performed by reverse transcription and real-time PCR. Data were normalized using *OsUBQ* (LOC_Os02g06640) and *NABP* (LOC_Os06g11170) as housekeeping genes and setting ERY or S.AND control samples as 1. Three biological replicates with three technical replicates were performed for each sample. Bars represent mean ± SEM. Asterisks indicate statistically different mean values compared with the corresponding control (Student’s t-test, *p* < 0.05). B, RPKMs of selected genes from RNA-seq data of ERY and S.AND samples.

**Additional file 5: Table S1.** List of DEGs from RNA-seq data.

**Additional file 6: Table S2.** Gene ontology of DEGs obtained from RNA-seq data

**Additional file 7: Table S3.** List of transcription factors upregulated in cold stress.

**Additional file 8: Table S4.** Expression values of known anther development and starch accumulation genes.

**Additional file 9: Table S5.** Transcriptomic studies from cold-stressed rice anthers.

**Additional file 10: Table S6.** List of Mapman bins, and DEGs within, specifically de-regulated in each cultivar.

**Additional file 11: Table S7.** Oligonucleotides used in this work.

**Additional file 12: Data S1.** Supplemental references for Table S4

## Data Availability

All data supporting the conclusions of this article are provided within the article and its supplementary files.

## Abbreviations

AD: Auricle distance between the flag leaf and the penultimate leaf
ERF: Ethylene Response Factor
ERY: ERYTHROCEROS HOKKAIDO
S.AND: SANT’ANDREA
TF: Transcription factor

# Supplementary material for: Early cold stress responses in post-meiotic anthers from tolerant and sensitive rice cultivars
**Source:** Rice (N Y). 2019 Dec 18;12:94. doi: 10.1186/s12284-019-0350-6
**Supplement:** Supplementary file 9 — Additional file 9: Table S5. Transcriptomic studies from cold-stressed rice anthers.

| Method | Tissues collected | Treatment | Cultivars (spikelet fertility) | Reference |
| --- | --- | --- | --- | --- |
| microarray | Anthers in early- middle microspore stage | Control: 26°-20°C for 5d  Cold: 12°C for 5d  (from tetrad stage to middle microspore stage) – from AD=-7 to -10cm | Hayayuki (fertility not showed) | Yamaguchi *et al.*, 2004 |
| microarray | Anthers in uninucleate microspore stage and trinucleate pollen stage | Control: normal T (field temperature) until sampling  Cold: 19°C (cold-water system) until sampling  Sampling = ~2 months after primordial stage | Hitomebore (cold-tolerant, ~90% fertility)  Sasanishiki (cold-sensitive, ~40% fertility) | Oda *et al.*, 2010 |
| microarray | Anthers before treatment (control, C0), 1d cold (C1), 3d cold (C3) and 4d cold + 1d normal temperature (C5) | Control: 25°-19°C 0d (before treatment)  Cold: 12°C for 4d  from AD = -1 to +1cm | Nipponbare (cold-sensitive, ~30% fertility)  T65 (cold-tolerant, ~70% fertility)  Hoshinoyume (cold-tolerant, ~60% fertility)  A58 (cold-tolerant, ~70% fertility)  Silewah (cold-tolerant, ~80% fertility) | Ishiguro *et al.*, 2014 |
| RNAseq | Anthers in early microspore stage | Control: 22°C for 10d  Cold: 17.5°C for 10d  (from stage 5 to 8-9) | Y58S (cold-sensitive, ~50% fertility)  P64S (higly cold-sensitive, ~25% fertility) | Bai *et al.*, 2015 |
| microarray | Spikelets at young microspore stage | Control: 25°-20°C 5d  Cold: 12°C for 5d | Hayayuki (fertility ~80%) | Suzuki *et al.*, 2015 |
| microarray | Spikelets at young microspore stage (palea length 3-4mm) | Control: 22°C until sampling  Cold: 19°C until sampling  Sampling = ~2 months after sowing | Tohoku-PL3 (cold-tolerant, ~90%)  Akihikari (cold-sensitive, ~10%) | Shimono *et al.*, 2016 |

**Table S4. Transcriptomic studies from cold-stressed rice anthers**

# Supplementary material for: Early cold stress responses in post-meiotic anthers from tolerant and sensitive rice cultivars
**Source:** Rice (N Y). 2019 Dec 18;12:94. doi: 10.1186/s12284-019-0350-6
**Supplement:** Supplementary file 11 — Additional file 11: Table S7. Oligonucleotides used in this work.

| LOCUS ID | Gene | Primers |
| --- | --- | --- |
| LOC_Os12g20410 | *MARbp* | Fw: 5’-TGAATGCCTACAGCGAGATG-3’  Rev: 5’-TTGGCCTCCTTTACCAAGTC-3’ |
| LOC_Os05g41166 | *OsMYB5* | Fw: 5’-TGAGCAATAGCGATGACGAG-3’  Rev: 5’-AGGCCAGTGTTCTTCTGCAC-3’ |
| LOC_Os02g30470 | *expressed protein* | Fw: 5’-GTCCTTCAGACAGCGAGAGC-3’  Rev: 5’-ATCGCTTCTCCTCAATCTGC-3’ |
| LOC_Os09g31482 | *U2AF* | Fw: 5’-AAGTACGGCGAGATCGAGAG-3’  Rev: 5’-TGATCCTCCTCCCTGAATTG-3’ |
| LOC_Os07g40890 | *igA FC receptor* | Fw: 5’-GTTTCCGAAGGTGCCTGAAC-3’  Rev: 5’-GAAGTGGAACTCAGGCTTGG-3’ |
| LOC_Os11g01340 | *OsFAD3* | Fw: 5’-AGCTTGCTTTCCTTCCTTCC-3’  Rev: 5’-AATTTGAGGGGAGGTGTTTG-3’ |
| LOC_Os02g06640 | *OsUBQ* | Fw: 5’-GAGCCTCTGTTCGTCAAGTA-3’  Rev: 5’-ACTCGATGGTCCATTAAACC-3’ |
| LOC_Os06g11170 | *NABP* | Fw: 5’-GGAATGTGGACGGTGACACT-3’  Rev: 5’-TCAAAATAGAGTCCAGTAGATTTGTCA-3’ |

**Table S6. Oligonucleotides used in this work**

# Supplementary material for: Early cold stress responses in post-meiotic anthers from tolerant and sensitive rice cultivars
**Source:** Rice (N Y). 2019 Dec 18;12:94. doi: 10.1186/s12284-019-0350-6
**Supplement:** Supplementary file 12 — Additional file 12: Data S1. Supplemental references for Table S4

**Supplemental References for Table S4**

Aoki, N., Hirose, T., Scofield, G. N., Whitfeld, P. R., & Furbank, R. T. (2003). The sucrose transporter gene family in rice. *Plant and Cell Physiology*, *44*(3), 223-232.

Cai, C. F., Zhu, J., Lou, Y., Guo, Z. L., Xiong, S. X., Wang, K., & Yang, Z. N. (2015). The functional analysis of OsTDF1 reveals a conserved genetic pathway for tapetal development between rice and Arabidopsis. *Science Bulletin*, *60*(12), 1073-1082.

Chen, R., Zhao, X., Shao, Z., Wei, Z., Wang, Y., Zhu, L., ... & He, G. (2007). Rice UDP-glucose pyrophosphorylase1 is essential for pollen callose deposition and its cosuppression results in a new type of thermosensitive genic male sterility. *The Plant Cell*, *19*(3), 847-861.

Fu, F. F., & Xue, H. W. (2010). Coexpression analysis identifies Rice Starch Regulator1, a rice AP2/EREBP family transcription factor, as a novel rice starch biosynthesis regulator. *Plant Physiology*, *154*(2), 927-938.

Fu, Z., Yu, J., Cheng, X., Zong, X., Xu, J., Chen, M., ... & Liang, W. (2014). The rice basic helix-loop-helix transcription factor TDR INTERACTING PROTEIN2 is a central switch in early anther development. *The Plant Cell*, *26*(4), 1512-1524.

Han, M. J., Jung, K. H., Yi, G., Lee, D. Y., & An, G. (2006). Rice Immature Pollen 1 (RIP1) is a regulator of late pollen development. *Plant and cell physiology*, *47*(11), 1457-1472.

Hu, L., Liang, W., Yin, C., Cui, X., Zong, J., Wang, X., ... & Zhang, D. (2011). Rice MADS3 regulates ROS homeostasis during late anther development. *The Plant Cell*, *23*(2), 515-533.

Ji, C., Li, H., Chen, L., Xie, M., Wang, F., Chen, Y., & Liu, Y. G. (2013). A novel rice bHLH transcription factor, DTD, acts coordinately with TDR in controlling tapetum function and pollen development. *Molecular plant*, *6*(5), 1715-1718.

Jung, K. H., Han, M. J., Lee, Y. S., Kim, Y. W., Hwang, I., Kim, M. J., ... & An, G. (2005). Rice Undeveloped Tapetum1 is a major regulator of early tapetum development. *The Plant Cell*, *17*(10), 2705-2722.

Jung, K. H., Han, M. J., Lee, D. Y., Lee, Y. S., Schreiber, L., Franke, R., ... & Hwang, I. (2006). Wax-deficient anther1 is involved in cuticle and wax production in rice anther walls and is required for pollen development. *The Plant Cell*, *18*(11), 3015-3032.

Kaneko, M., Inukai, Y., Ueguchi-Tanaka, M., Itoh, H., Izawa, T., Kobayashi, Y., ... & Matsuoka, M. (2004). Loss-of-function mutations of the rice GAMYB gene impair α-amylase expression in aleurone and flower development. *The Plant Cell*, *16*(1), 33-44.

Ko, S. S., Li, M. J., Ku, M. S. B., Ho, Y. C., Lin, Y. J., Chuang, M. H., ... & Chan, M. T. (2014). The bHLH142 transcription factor coordinates with TDR1 to modulate the expression of EAT1 and regulate pollen development in rice. *The Plant Cell*, *26*(6), 2486-2504.

Lee, S., Jung, K. H., An, G., & Chung, Y. Y. (2004). Isolation and characterization of a rice cysteine protease gene, OsCP1, using T-DNA gene-trap system. *Plant molecular biology*, *54*(5), 755-765.

Li, N., Zhang, D. S., Liu, H. S., Yin, C. S., Li, X. X., Liang, W. Q., ... & Wen, T. Q. (2006). The rice tapetum degeneration retardation gene is required for tapetum degradation and anther development. *The Plant Cell*, *18*(11), 2999-3014.

Li, H., Pinot, F., Sauveplane, V., Werck-Reichhart, D., Diehl, P., Schreiber, L., ... & Liang, W. (2010). Cytochrome P450 family member CYP704B2 catalyzes the ω-hydroxylation of fatty acids and is required for anther cutin biosynthesis and pollen exine formation in rice. *The Plant Cell*, *22*(1), 173-190.

Li, X., Gao, X., Wei, Y., Deng, L., Ouyang, Y., Chen, G., ... & Wu, C. (2011a). Rice APOPTOSIS INHIBITOR5 coupled with two DEAD-box adenosine 5′-triphosphate-dependent RNA helicases regulates tapetum degeneration. *The Plant Cell*, *23*(4), 1416-1434.

Li, H., Yuan, Z., Vizcay-Barrena, G., Yang, C., Liang, W., Zong, J., ... & Zhang, D. (2011b). PERSISTENT TAPETAL CELL1 encodes a PHD-finger protein that is required for tapetal cell death and pollen development in rice. *Plant physiology*, *156*(2), 615-630.

Li, L., Li, Y., Song, S., Deng, H., Li, N., Fu, X., ... & Yuan, L. (2015). An anther development F-box (ADF) protein regulated by tapetum degeneration retardation (TDR) controls rice anther development. *Planta*, *241*(1), 157-166.

Li, Y., Li, D., Guo, Z., Shi, Q., Xiong, S., Zhang, C., ... & Yang, Z. (2016). OsACOS12, an orthologue of Arabidopsis acyl-CoA synthetase5, plays an important role in pollen exine formation and anther development in rice. *BMC plant biology*, *16*(1), 256.

Liu, Z., Lin, S., Shi, J., Yu, J., Zhu, L., Yang, X., ... & Liang, W. (2017). Rice No Pollen 1 (NP 1) is required for anther cuticle formation and pollen exine patterning. *The Plant Journal*, *91*(2), 263-277.

Luo, H., Lee, J. Y., Hu, Q., Nelson-Vasilchik, K., Eitas, T. K., Lickwar, C., ... & Hodges, T. K. (2006). RTS, a rice anther-specific gene is required for male fertility and its promoter sequence directs tissue-specific gene expression in different plant species. *Plant molecular biology*, *62*(3), 397-408.

Moon, S., Kim, S. R., Zhao, G., Yi, J., Yoo, Y., Jin, P., ... & An, G. (2013). Rice glycosyltransferase1 encodes a glycosyltransferase essential for pollen wall formation. *Plant physiology*, *161*(2), 663-675.

Moritoh, S., Miki, D., Akiyama, M., Kawahara, M., Izawa, T., Maki, H., & Shimamoto, K. (2005). RNAi-mediated silencing of OsGEN-L (OsGEN-like), a new member of the RAD2/XPG nuclease family, causes male sterility by defect of microspore development in rice. *Plant and cell physiology*, *46*(5), 699-715.

Mu, H., Ke, J., Liu, W., Zhuang, C., & Yip, W. (2009). UDP-glucose pyrophosphorylase2 (OsUgp2), a pollen-preferential gene in rice, plays a critical role in starch accumulation during pollen maturation. *Chinese science bulletin*, *54*(2), 234.

Niu, N., Liang, W., Yang, X., Jin, W., Wilson, Z. A., Hu, J., & Zhang, D. (2013). EAT1 promotes tapetal cell death by regulating aspartic proteases during male reproductive development in rice. *Nature communications*, *4*, 1445.

Nonomura, K. I., Miyoshi, K., Eiguchi, M., Suzuki, T., Miyao, A., Hirochika, H., & Kurata, N. (2003). The MSP1 gene is necessary to restrict the number of cells entering into male and female sporogenesis and to initiate anther wall formation in rice. *The Plant Cell*, *15*(8), 1728-1739.

Ohdan, T., Francisco Jr, P. B., Sawada, T., Hirose, T., Terao, T., Satoh, H., & Nakamura, Y. (2005). Expression profiling of genes involved in starch synthesis in sink and source organs of rice. *Journal of experimental botany*, *56*(422), 3229-3244.

Oliver, S. N., Van Dongen, J. T., Alfred, S. C., Mamun, E. A., Zhao, X., Saini, H. S., ... & Dennis, E. S. (2005). Cold‐induced repression of the rice anther‐specific cell wall invertase gene OSINV4 is correlated with sucrose accumulation and pollen sterility. *Plant, Cell & Environment*, *28*(12), 1534-1551.

Oliver, S. N., Dennis, E. S., & Dolferus, R. (2007). ABA regulates apoplastic sugar transport and is a potential signal for cold-induced pollen sterility in rice. *Plant and Cell physiology*, *48*(9), 1319-1330.

Qin, P., Tu, B., Wang, Y., Deng, L., Quilichini, T. D., Li, T., ... & Li, S. (2012). ABCG15 encodes an ABC transporter protein, and is essential for post-meiotic anther and pollen exine development in rice. *Plant and Cell Physiology*, *54*(1), 138-154.

Shi, J., Tan, H., Yu, X. H., Liu, Y., Liang, W., Ranathunge, K., ... & Shanklin, J. (2011). Defective pollen wall is required for anther and microspore development in rice and encodes a fatty acyl carrier protein reductase. *The Plant Cell*, *23*(6), 2225-2246.

Shi, X., Sun, X., Zhang, Z., Feng, D., Zhang, Q., Han, L., ... & Lu, T. (2014). GLUCAN SYNTHASE-LIKE 5 (GSL5) plays an essential role in male fertility by regulating callose metabolism during microsporogenesis in rice. *Plant and Cell Physiology*, *56*(3), 497-509.

Sumiyoshi, M., Inamura, T., Nakamura, A., Aohara, T., Ishii, T., Satoh, S., & Iwai, H. (2014). UDP-arabinopyranose mutase 3 is required for pollen wall morphogenesis in rice (Oryza sativa). *Plant and Cell Physiology*, *56*(2), 232-241.

Tan, H., Liang, W., Hu, J., & Zhang, D. (2012). MTR1 encodes a secretory fasciclin glycoprotein required for male reproductive development in rice. *Developmental cell*, *22*(6), 1127-1137.

Ueda, K., Yoshimura, F., Miyao, A., Hirochika, H., Nonomura, K. I., & Wabiko, H. (2013). COLLAPSED ABNORMAL POLLEN1 gene encoding the arabinokinase-like protein is involved in pollen development in rice. *Plant physiology*, *162*(2), 858-871.

Wan, L., Zha, W., Cheng, X., Liu, C., Lv, L., Liu, C., ... & He, G. (2011). A rice β-1, 3-glucanase gene Osg1 is required for callose degradation in pollen development. *Planta*, *233*(2), 309-323.

Wang, A., Xia, Q., Xie, W., Datla, R., & Selvaraj, G. (2003). The classical Ubisch bodies carry a sporophytically produced structural protein (RAFTIN) that is essential for pollen development. *Proceedings of the National Academy of Sciences*, *100*(24), 14487-14492.

Wang, Y., Lin, Y. C., So, J., Du, Y., & Lo, C. (2013). Conserved metabolic steps for sporopollenin precursor formation in tobacco and rice. *Physiologia plantarum*, *149*(1), 13-24.

Yang, X., Wu, D., Shi, J., He, Y., Pinot, F., Grausem, B., ... & Liang, W. (2014). Rice CYP703A3, a cytochrome P450 hydroxylase, is essential for development of anther cuticle and pollen exine. *Journal of integrative plant biology*, *56*(10), 979-994.

Yang, L., Qian, X., Chen, M., Fei, Q., Meyers, B. C., Liang, W., & Zhang, D. (2016). Regulatory role of OsTDL1A-MSP1 signaling in specifying anther cell identity in rice. *Plant Physiology, 171*(3), 2085-2100.

Yang, Z., Sun, L., Zhang, P., Zhang, Y., Yu, P., Liu, L., ... & Cao, L. (2019). TDR INTERACTING PROTEIN 3, encoding a PHD‐finger transcription factor, regulates Ubisch bodies and pollen wall formation in rice. *The Plant Journal, 99*(5)*,* 844-861.

Yi, J., Moon, S., Lee, Y. S., Zhu, L., Liang, W., Zhang, D., ... & An, G. (2016). Defective tapetum cell death 1 (DTC1) regulates ROS levels by binding to metallothionein during tapetum degeneration. *Plant physiology*, *170*(3), 1611-1623.

Yu, J., Han, J., Kim, Y. J., Song, M., Yang, Z., He, Y., ... & Zhang, D. (2017). Two rice receptor-like kinases maintain male fertility under changing temperatures. *Proceedings of the National Academy of Sciences*, *114*(46), 12327-12332.

Zhang, H., Liang, W., Yang, X., Luo, X., Jiang, N., Ma, H., & Zhang, D. (2010a). Carbon starved anther encodes a MYB domain protein that regulates sugar partitioning required for rice pollen development. *The Plant Cell*, *22*(3), 672-689.

Zhang, S., Fang, Z., Zhu, J., Gao, J., & Yang, Z. (2010b). OsMYB103 is required for rice anther development by regulating tapetum development and exine formation. *Chinese Science Bulletin*, *55*(29), 3288-3297.

Zhang, D., Liang, W., Yin, C., Zong, J., Gu, F., & Zhang, D. (2010c). OsC6, encoding a lipid transfer protein, is required for postmeiotic anther development in rice. *Plant physiology*, *154*(1), 149-162.

Zhao, G., Shi, J., Liang, W., Xue, F., Luo, Q., Zhu, L., ... & Zhang, D. B. (2015). Two ATP Binding Cassette G (ABCG) transporters, OsABCG26 and OsABCG15, collaboratively regulate rice male reproduction. *Plant Physiology 169*(3), 2064-2079.

Zhu, L., Shi, J., Zhao, G., Zhang, D., & Liang, W. (2013). Post-meiotic deficient anther1 (PDA1) encodes an ABC transporter required for the development of anther cuticle and pollen exine in rice. *Journal of Plant Biology*, *56*(1), 59-68.

Zhu, X., Yu, J., Shi, J., Tohge, T., Fernie, A. R., Meir, S., ... & Liang, W. (2017). The polyketide synthase OsPKS2 is essential for pollen exine and Ubisch body patterning in rice. *Journal of integrative plant biology*, *59*(9), 612-628.

How the deposited data were processed for this re-analysis (not part of the article)

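RNA-seq was made from anthers of the cold-tolerant cultivar ERY and the cold-susceptible cultivar S.AND after 1 night at 8 °C (COLD) or 24 °C (CONTROL), with 3 samples in each of 4 groups. The authors mapped single 50 bp reads to the MSU 7.0 gene models with CLC Genomics Workbench 4.7.1 and expressed each gene as RPKM, scaled by total reads. The deposited table of 55985 genes holds the authors' mean RPKM of each group. It also holds the authors' fold change between CONTROL and COLD, a score signed by direction, and their p-value corrected for multiple tests (FDR) from Baggerley's test, for each cultivar. The table has 0 columns of values per sample, so no spread between replicates, no depth per sample and no test between the cultivars could be had from it. The paper gives more than 20000000 reads per sample; the lane of each sample is not given in the sources used here. The 10 genes with the highest values take 8.66% to 11.0% of a column.

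From the table, log2FC was computed as the log2 of the ratio of group means with no pseudocount, and a gene counted as SSTF at the deposited FDR under 0.05 and a fold change of at least 2. Before the data were examined, the thresholds, the alternatives, the rule for named genes and the gene lists were fixed; values that the paper's tables print had been seen by then. The rule named every gene of the paper's text, Table 1, Table S4 and Table S7, the 8 highest and 8 lowest log2FC per cultivar among SSTF genes with a mean of at least 10 RPKM in the higher group and an informative description, and up to 4 members of each list with the largest absolute log2FC. The lists are the sections of Table 1, Table S4 and Table S7, clock genes, and DREB1/CBF genes and partners. They also include markers of pistil, lemma or palea, stamen identity, meiosis and tapetum, and groups formed by words in gene descriptions. The deposited table gives no descriptions, so these groups cover the 1459 genes described in Table S1, which are SSTF genes, and a planned median over all expressed transcription factor genes was not computed. No genome coordinates are printed, since 0 of the table's identifiers matched the reference table of gene names. For a list, the median log2FC of members with a mean of at least 1 RPKM was set among 10000 random lists of the same size, matched on mean RPKM in 20 bins, as a description and not a test; for groups formed by description the random lists were drawn from described genes. To count genes adjusted over the list alone, a p-value was recovered from each deposited FDR, taking it as a Benjamini-Hochberg value over the whole table, and adjusted again within the list.

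Counts of SSTF genes shared by both cultivars were set beside the overlap of independent lists among the genes with a mean of at least 1 RPKM in a group of each cultivar. Alternatives fixed in advance were fold changes of 1.5, 3 and none, an FDR of 0.01, a fold change of RPKM + 1, filters at a mean of 1 and 10 RPKM, and centring on the median gene; an FDR adjusted again over genes with a mean of at least 1 RPKM was added after the data were seen. The code of these steps was tested on simulated data, which checks the code and not the authors' FDR or the calls made from it. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1.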

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

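All of the tests in this part were chosen, or changed, after the results they bear on had been seen. The results stand here because the paper's text does not discuss clock genes, some of which its Tables S1 to S3 list under other descriptions, because its Table S4 gives the tapetum genes as fold changes between COLD and CONTROL without the level in each control, and because the light reaction genes were SSTF in a single cultivar, a difference that was not tested.

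Of 8 evening-phased clock genes, 6 rose in ERY and 6 in S.AND (6 and 6 when adjusted over the list alone), with median log2FC of 1.24 and 1.38, and the morning gene OsLHY (LOC_Os08g06110) fell from 193 to 93.7 RPKM in ERY and from 198 to 50.3 RPKM in S.AND. OsPRR95 (LOC_Os09g36220) rose from 29.3 to 123 RPKM in ERY and from 18.6 to 113 RPKM in S.AND, and OsLUX (LOC_Os01g74020) from 1.64 to 14.7 RPKM in ERY and from 3.22 to 18.2 RPKM in S.AND. The scaling by total reads is argued against by a median log2FC of at most 0.035 over all expressed genes, and a rise common to genes of this level by list medians at percentile 99.99 or above in both cultivars. A clock set back by the cold night may account for the pattern. The prediction written for it had day-phased genes no higher, which need not hold for every length of delay. OsPRR73 (LOC_Os03g17570) had a log2FC of 1.62 in S.AND and 0.40 in ERY, while OsPRR37 (LOC_Os07g49460) had 0.02 and -0.07. OsPRR73 was SSTF in S.AND, with an FDR of 3.11e-11 in the authors' deposited table, and not in ERY. The prediction as written was thus missed in S.AND. These values therefore do not decide for or against a delay. With anthers taken at a single time of day, a shifted phase and a direct effect of cold on these genes cannot be told apart.

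Tapetum markers were higher in S.AND CONTROL than in ERY CONTROL, with a median log2 ratio of 2.12 over 10 genes, as for OsACOS12 (LOC_Os04g24530) with 4024 against 549 RPKM. The median lay above every random list (percentile 100), so it exceeded the difference between the controls seen in genes of similar mean RPKM. The list was flagged for this same ratio, and 8 WRKY genes grouped by description also lay at percentile 100. A difference between the cultivars that reaches beyond the tapetum is therefore not argued against. Anthers still in meiosis in S.AND CONTROL are argued against by a median log2 ratio of -1.09 for 5 meiosis markers. Whether the S.AND libraries differ from each other in these genes stays open: matched S.AND genes had an FDR under 0.05 more often than the markers by 16.8 percentage points (39.0% against 22.2% over 9 markers, with as few as 3 matches for a marker), under the 20 points set as the bound, and by 19.0 before the share of the markers was limited to those with a match, a change made after that value was seen. The meiosis median lay at percentile 0.275 of random lists, below the range of -0.604 to 0.771 that held 95% of them, so over the list meiosis markers were higher in ERY CONTROL, as an earlier anther stage in ERY would give, although MEL1 (LOC_Os03g58600) and PAIR2 (LOC_Os09g32930) had log2 ratios of -0.09 and 0.17. A difference in anther stage between the controls and one between the cultivars themselves both stay open, since no test set them apart.

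Of the 19 light reaction genes of Table S6, 18 fell in S.AND and 0 were SSTF in ERY. A lower starting level in ERY is argued against by a median log2 ratio of the controls of -0.0042. For 4 lemma or palea markers the median log2FC in S.AND was 0.054, against -1.85 for the light reaction genes. They ran from -0.43 to 0.37 at 2.496 to 72.93 RPKM in S.AND CONTROL, so they showed no loss of such tissue from S.AND COLD. They cannot show whether photosynthesis genes fell within it, and the paper reports whitish palea and lemma in cold-treated S.AND. Other marker medians in S.AND were -0.81 for tapetum, -1.12 for pistil or ovule, -0.13 for stamen identity and 0.19 for meiosis. Whether the ERY replicates spread more in these genes stays open, because the test of it is void: 16 of the 18 photosynthesis genes it was run on, found by description, were SSTF in S.AND alone, so that their low share in ERY follows from how they were picked. Over the 17 of them with a match, as few as 2 genes for one of them, it gave a gap of 36.8 percentage points to ERY genes matched on mean RPKM and log2FC, and 40.5 when first run on the genes of Table S6; of the 19 genes found by description 16 are also in that table's list, so the change of list, made after the first value was seen, did not remove that selection. A cultivar difference in the cold response of these genes stays open too, as untested.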

How the results depend on the processing

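Of the alternatives in this part, only the FDR adjusted again was added after the data were seen. No paired analysis was possible because the deposited table gives group means and no values per replicate. For the same reason limma, a pseudocount of 0.1, leaving out each replicate and a replicate block were planned and not run, and what depth limits in each sample could not be tested. The counts depend on the fold change required by construction. At a fold of 3, 464 genes were SSTF in ERY (339 higher, 125 lower) and 443 in S.AND (211 higher, 232 lower), with 243 shared (157 higher, 86 lower) and 421 in a single cultivar (221 in ERY, 200 in S.AND). With no fold requirement the counts were 1696 in ERY (1072 higher, 624 lower) and 1944 in S.AND (1095 higher, 849 lower), with 1061 shared (675 higher, 386 lower) and 1518 in a single cultivar (883 in S.AND). At a fold of 1.5, 540 genes were lower in ERY and 1659 were SSTF in S.AND (882 higher), with 935 shared (593 higher, 342 lower) and 724 in S.AND alone. Of the anther development genes, 5 passed in each cultivar with no fold requirement and 5 in S.AND at a fold of 1.5. Of the starch genes, 2 in ERY and 1 in S.AND passed at an FDR of 0.01, and 4 in S.AND with no fold requirement. At an FDR of 0.01, 51.5% of the SSTF genes in S.AND were higher, against 48.7% in the main setting. The filters, RPKM + 1, centring and the repeated adjustment kept the total counts of SSTF genes in each cultivar, shared and in a single cultivar within 1.5 times; counts within the groups formed by description were not recomputed. A list median counted as moved at 0.2 or more, a tolerance chosen because no spread between replicates is given; of 424 recomputed medians 30 did so. For ethylene synthesis genes the median was 1.61 in ERY with a mean of at least 10 RPKM (0.51 at 1 RPKM) and 0.54 in S.AND with RPKM + 1 (0.78 without). For the OsERFs it was 1.18 in ERY with RPKM + 1, 1.19 with no filter and 1.53 at 10 RPKM (1.86 otherwise), and 0.71 in S.AND at 10 RPKM (0.35 otherwise). For the other ethylene-related factors it was 1.58 with RPKM + 1 and 1.70 at 10 RPKM in ERY. The median of 3 bZIP genes in S.AND went from 1.14 to -0.027 at 10 RPKM; the filter leaves fewer genes. Of 906 results for a named gene in a cultivar, 73 lost the call at an FDR of 0.01, 170 at a fold of 3, 16 with RPKM + 1 and 10 with centring, while 35 gained it at a fold of 1.5, 39 with no fold requirement and 15 with the repeated adjustment.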

Differences from the paper's values

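For the CCT/B-box gene LOC_Os03g22770, the paper's Table S3 gives 5.86 RPKM in ERY COLD and 1.16 in ERY CONTROL, and the deposited table gives 56.5 and 15.5. The paper's log2FC is 2.34 in ERY, against 1.87 computed here. For the E2F gene LOC_Os02g33430, the paper's Table S3 gives 19.1 RPKM in ERY COLD and 5.24 in ERY CONTROL, and the deposited table gives 26.3 and 12.1. Its log2FC in ERY is 1.87 in the paper, against 1.12 here. The paper's values in these cells equal those that the deposited table gives for LOC_Os03g04070 and LOC_Os02g32590. None of the alternatives set before the data were examined changes these group means, so none brings the values together. Of 128 genes of Table S3 these are the ones with an RPKM that differs by over 0.1% (4 values), and of 114 values of Table 1, 0 differ beyond rounding.

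The paper describes bin 1.1 and bin 29 as overrepresented in S.AND at its stated threshold of 0.05, and its Table S6 gives a corrected probability of 0.114 for each, with 0.0475 for the photosystem II part of bin 1.1. For bin 17 its Table S6 counts 24 elements, and 17 different genes are listed under it.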

Other observations

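Several genes of the pollen wall had higher means in S.AND CONTROL than in ERY CONTROL. OsPKS2 (LOC_Os07g22850) and OsTKPR1 (LOC_Os09g32020), enzymes of sporopollenin synthesis, had 0.646 and 10.1 RPKM in ERY CONTROL and 343 and 344 in S.AND CONTROL. CYP703A3 (LOC_Os08g03682), a fatty acid hydroxylase, had 115 and 1261, and the tapetum regulator PTC1 (LOC_Os09g27620) 1.42 and 37.0. By contrast OsRAFTIN1 (LOC_Os08g38810), another tapetum gene, had 1957 and 1861. Of the 45 anther development genes, 9 were at least 10-fold higher in S.AND CONTROL and 0 in ERY CONTROL, and of the 41 starch genes 0 and 1. Over all 14461 genes with a mean of at least 10 RPKM in a control, 212 were at least 10-fold higher in S.AND CONTROL and 159 in ERY CONTROL. No test compared the controls.

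Of 5 small heat shock protein genes described in Table S1, which lists SSTF genes only, 2 fell in both cultivars, 2 more fell in S.AND and 1 rose in ERY, and their median log2FC lay within the range of random lists (percentile 17.2 in ERY and 6.01 in S.AND). LOC_Os03g15960 fell from 63.6 to 28.8 RPKM in ERY and from 78.9 to 24.8 RPKM in S.AND, and LOC_Os02g10710 rose from 1.63 to 14.5 RPKM in ERY and had 2.81 RPKM in S.AND CONTROL and 10.8 in S.AND COLD. Both pentatricopeptide genes described in Table S1, of a family that acts on organelle RNA, rose in both cultivars. LOC_Os03g58100 rose from 3.21 to 16.5 RPKM in ERY and from 3.41 to 16.6 RPKM in S.AND. Of 9 B-box and CCT genes described there, 7 rose in ERY and 4 in S.AND. LOC_Os06g19444 went from 13.0 to 76.4 RPKM in ERY and from 17.0 to 86.1 RPKM in S.AND. An ethylene-insensitive 3 gene that Table 1 does not list (LOC_Os03g20790), picked out after its values were seen, rose from 83.1 to 169.9 RPKM in ERY and had 114 RPKM in S.AND CONTROL and 155 in S.AND COLD.

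A hypothesis formed and tested after the results were seen is that most genes SSTF in a single cultivar respond alike in both and miss a threshold in the other. Of 888 such genes, 95.7% had the same direction in the other cultivar, against 75.8% among genes of similar mean RPKM taken from the 23692 expressed genes that were SSTF in neither. The gap is just under the 20 percentage points set as the bound, and a shared direction cannot tell an equal response from a weaker one. Genes higher in ERY alone had a median log2FC of 1.45 in ERY and 0.89 in S.AND, and genes lower in S.AND alone -1.44 in S.AND and -0.93 in ERY, but genes picked for passing in one cultivar tend to have the larger value there, so these medians do not decide it and the hypothesis remains open.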
